# Humanin and MOTS-c Attenuate Atrial Fibrillation by Suppressing Fibrosis and Mitochondrial Dysfunction

**DOI:** 10.3390/biomedicines14051048

**Published:** 2026-05-05

**Authors:** Yingying Liao, Jie Xu, Yuheng Jiao, Xinxin Sun, Mingkui Gao, Yagang Ding, Dihui Cai, Yinyin Shen, Xiaohui Zhou, Wei Han

**Keywords:** atrial fibrillation, humanin, MOTS-c, mitochondria

## Abstract

**Background:** Atrial fibrillation (AF) is a common clinical arrhythmia associated with mitochondrial dysfunction, oxidative stress, and atrial fibrosis. Mitochondrial-derived peptides (MDPs), including humanin (HN) and MOTS-c, exhibit cytoprotective properties, but their role in AF remains largely unknown. **Objective:** This study aimed to investigate the expression of HN and MOTS-c in AF patients and to evaluate their therapeutic potential and underlying mechanisms in an AngII-induced mouse model and primary cardiac cells. **Methods:** HN and MOTS-c expression in human atrial tissues was analyzed using public GEO data, immunohistochemistry, and immunofluorescence. Plasma levels were measured in a matched cohort (39 AF patients, 39 sinus rhythm controls). Murine AF models (male C57BL/6J mice, *n* = 36) and primary rat cardiomyocytes and fibroblasts were exposed to angiotensin II (AngII) with or without treatment with HNG (an HN analogue) or MOTS-c. **Results:** HN and MOTS-c were significantly downregulated in human AF atrial tissue, and their levels inversely correlated with fibrosis extent. Plasma MOTS-c was decreased in AF patients and inversely correlated with NT-proBNP. In vivo, HNG or MOTS-c treatment reduced AF inducibility and attenuated AngII-induced atrial fibrosis and hypertrophy. Peptide treatment was associated with improved mitochondrial ultrastructure, reduced mitochondrial fission proteins (Drp1, Fis1), and lower pro-inflammatory cytokines (IL-1β, IL-6) in mouse atria. In primary cardiomyocytes, both peptides mitigated AngII-induced oxidative stress. In fibroblasts, they directly inhibited AngII-induced activation, proliferation, and migration. Exploratory RNA-seq suggested that HNG predominantly affects cell adhesion pathways, while MOTS-c acts on metabolic processes. **Conclusions:** Downregulation of HN and MOTS-c in human AF is associated with disease severity. In murine models, HNG or MOTS-c administration attenuates atrial fibrosis and mitochondrial dysfunction and reduces AF inducibility. These findings suggest that MDPs may represent a novel therapeutic avenue for AF, although further validation with larger cohorts and mechanistic studies are required.

## 1. Introduction

Atrial fibrillation (AF), as the most prevalent clinical arrhythmia [1], often causes severe consequences such as stroke and heart failure (HF), thereby imposing a substantial societal burden [2]. The incidence of AF increases dramatically with age. Atrial electrical and structural remodeling are core pathophysiological mechanisms underlying the initiation and perpetuation of AF [3]. The current recommended therapies, including rate and rhythm control treatment and anticoagulation, fail to improve the outcomes and life quality of patients [4]. Even with extensive explorations, comprehensive mechanistic insight and targeted research to design precise interventions are still needed.

Atrial fibrosis is the central, dominant component of the structural remodeling process [3,5,6,7,8]. The hyperactivation, proliferation of fibroblasts, and excessive deposition of extracellular matrix, driven by factors like transforming growth factor-β and angiotensin II (AngII), are direct causes of fibrosis [3,8,9]. Previous studies confirmed the pivotal role of the renin–angiotensin–aldosterone system (RAAS) in this process. Inhibition of the angiotensin-converting enzyme suppresses atrial fibrosis and the development of persistent AF in an animal model [10]. Meanwhile, clinical studies reported a lower incidence of AF in selected patient populations treated with RAAS inhibitors [11]. Further supporting this, a subanalysis of the EMPHASIS-HF trial showed that treatment with the mineralocorticoid receptor antagonist eplerenone was associated with a lower incidence of new-onset AF compared to placebo, underscoring its potential for AF prevention [12]. Furthermore, the mineralocorticoid receptor blocker (MRB) eplerenone (EPL) reduced the AF burden by attenuating structural remodeling in experimental sheep AF models [13]. Despite these advances, therapeutic responses are often incomplete, prompting the search for complementary or alternative targets within the fibrotic cascade.

Recently, mitochondrial dysfunction has been increasingly recognized as a key contributor to the pathogenesis of AF [14,15,16,17]. The rapid atrial rate during AF leads to energy depletion and excessive production of reactive oxygen species (ROS), triggering oxidative stress, inflammatory responses, and apoptosis, which ultimately exacerbate electrical and structural deterioration [15,16,17,18]. Consequently, targeting mitochondrial function has emerged as a promising therapeutic direction [17].

Humanin (HN) and MOTS-c are recently identified micropeptides encoded by mitochondrial DNA [19,20]. Notably, bioinformatic analyses have identified 13 sequences (MT-RNR2L1–MT-RNR2L13) in the nuclear genome that are highly homologous to the mitochondrial MT-RNR2 gene, at least 10 of which can be transcribed into mRNA and potentially translated into HN-like peptides [21]. Preclinical studies have demonstrated their broad cytoprotective capacities. HN protects endothelial cells from oxidized low-density lipoprotein (ox-LDL)-induced oxidative stress and apoptosis [22]. In aged mice, administration of HNG ameliorates myocardial fibrosis and oxidative stress [23]. In cerebral ischemia models, HNG reduces infarction area and pro-inflammatory cytokine expression [24]. Similarly, MOTS-c mitigates cardiac dysfunction, inflammation, and oxidative stress in transverse aortic constriction (TAC)-induced murine HF models [25] and enhances cardiac mechanical efficiency in exercised rats [26]. Recent study revealed the protective effects of MOTS-c in rat models of acute lung injury following cardiac ischemia [27]. However, whether and how humanin (HN) and MOTS-c attenuate AF remains elusive.

Despite these findings in other cardiovascular conditions, the expression, functional significance, and therapeutic potential of HN and MOTS-c in the specific context of AF remain entirely unexplored. This gap is particularly relevant given that AF shares pathogenic mechanisms such as fibrosis, oxidative stress, and mitochondrial dysfunction—all known to be modulated by these peptides. Therefore, the novelty of this study lies in being the first to investigate HN and MOTS-c in AF.

We hypothesized that HN and MOTS-c are downregulated in AF, and that exogenous supplementation with HNG or MOTS-c could ameliorate AF by improving mitochondrial function and suppressing fibrosis. To test this hypothesis, we employed a multi-tiered strategy: (1) we measured HN and MOTS-c expression in human AF atrial tissues and plasma; (2) we evaluated the therapeutic effects of HNG and MOTS-c in an AngII-induced mouse AF model; and (3) we explored the cellular mechanisms in primary cardiomyocytes and fibroblasts.

## 2. Material and Methods

### 2.1. Human Samples

Study design and participants

This study included two independent human cohorts: a plasma cohort for peptide level measurement and a tissue cohort for histological analysis. Participants in both cohorts were consecutively enrolled (not randomly selected) as they presented for routine health examinations or cardiac surgery.

Plasma cohort

Recruitment and enrollment: Elderly residents (age > 60 years) undergoing routine health examinations at the Beicai Community Health Center in Shanghai were recruited.

Diagnostic criteria: Participants were classified into the atrial fibrillation (AF) group if they had both a self-reported history of AF from a questionnaire and AF documented on a standard 12-lead electrocardiogram (ECG) obtained during the examination. Participants were classified into the sinus rhythm (SR) group if they had no self-reported history of AF and a sinus rhythm ECG. Because AF diagnosis relied solely on a single ECG and self-report, reliable classification of paroxysmal versus persistent AF was not possible for this community-based cohort.

Matching: For each identified AF patient, one SR control subject was selected using 1:1 propensity score matching based on age, sex, hypertension, diabetes mellitus, and left ventricular ejection fraction (LVEF) measured by echocardiography.

Sample size: Initially, 40 matched pairs were enrolled. One plasma sample from an AF patient was found empty during processing, leading to the exclusion of that pair. Consequently, 39 matched pairs (n = 39 per group) were included in the final analysis.

Exclusion criteria: Participants with any of the following were excluded: (1) history of myocardial infarction or catheter ablation for AF; (2) chronic inflammatory diseases (determined by medical history and white blood cell count); (3) malignancy; (4) severe hepatic or renal dysfunction; (5) psychiatric disorders compromising reliable data collection.

Data collection: Clinical data, including medical history and medication use, were obtained through questionnaires administered at the time of the health examination.

Laboratory measurements: Plasma levels of humanin and MOTS-c were measured using commercial ELISA kits (EH9261 for humanin, EH5056 for MOTS-c, FineTest, Wuhan, China) according to the manufacturer’s instructions [28].

Ethics and consent: All participants provided written informed consent. The study was approved by the Ethics Committee of Shanghai East Hospital and registered at ClinicalTrials.gov (NCT06673615). Baseline characteristics are shown in Table S1.

Tissue cohort

Recruitment and enrollment: Human right atrial appendage tissues were obtained from patients (>18 years) undergoing elective open-heart surgery at Shanghai East Hospital.

Diagnostic categorization: Patients were classified into AF (including paroxysmal and persistent AF) or SR group based on clinical chart diagnoses.

Sample size: Atrial tissues from 13 individuals (6 SR, 7 AF) were used for histological and immunohistochemical analyses.

Exclusion criteria: Patients with a diagnosis of post-operative AF, autoimmune disorders, or systemic inflammatory conditions were excluded.

Data collection: Clinical data were retrieved from electronic medical records.

Histopathological analysis: Tissues were processed for immunohistochemistry and immunofluorescence as described below.

Ethics and consent: Written informed consent was obtained from all patients before surgery. The study protocol was approved by the Ethics Committee of Shanghai East Hospital (approval number: 2025YS-159). Baseline characteristics of these patients are listed in Table S2.

### 2.2. Experimental Animals

All animal procedures complied with the guidelines of the Chinese National Institutes of Health and Animal Care, and received approval from the Animal Care Ethics Committee of Tongji University School of Medicine (approval No. TJBB09125103). Animals were maintained under controlled temperature, humidity, and a 12 h light/dark cycle. All animals that finished the study protocol were included in the final data analysis, with no post-allocation exclusions. The study established humane exclusion criteria, including severe illness, inability to consume food or water, or weight loss over 20%. None of the animals met these criteria during the course of the experiment.

### 2.3. AngII-Induced Atrial Fibrillation Murine Models with Peptide Treatment

Thirty-two male C57BL/6J mice (7 weeks old, 20–25 g) were purchased from GemPharmatech Co., Ltd. (Nanjing, China; License No. SCXK (Su) 2023-0009). The animals were housed under specific-pathogen-free (SPF) conditions in the Animal Facility of Shanghai East Hospital, Tongji University School of Medicine. Following a one-week acclimatization period (at 8 weeks of age), the mice were randomly assigned to four experimental groups using a computer-generated random number sequence: Control group (n = 9), AngII group (n = 8), AngII + HNG group (n = 8), and AngII + MOTS-c group (n = 7). Mice were infused subcutaneously with saline or AngII (T8560, TargetMol, USA) at a dose of 3 mg/kg/d via osmotic mini-pumps (2004w, Shenzhen RWD Life Science Co., Ltd., Shenzhen, China) for 3 weeks as described previously [29]. Concurrently, mice in the treatment groups received intraperitoneal injections of either HNG (HY-P3993A, MCE, Monmouth Junction, NJ, USA) at 4 mg/kg/d or MOTS-c (TP2312, TargetMol, Boston, MA, USA) at 3 mg/kg/d, five days per week, for the same 3-week duration, with reference to previous studies [23,30,31]. Control animals received same dose of sterile PBS vehicle injections on the same schedule.

### 2.4. Isolation and Culture of Primary Rat Atrial Cells

Primary rat atrial myocytes (NRAMs) and fibroblasts were isolated from the atrial tissue of 1–3-day-old Sprague-Dawley rats using a differential adhesion protocol, as previously described with modifications [32]. Briefly, the hearts were rapidly excised, and the atria were separated, minced into 1–2 mm^3^ fragments, and subjected to sequential digestion with 0.25% trypsin at 37 °C. Dissociated cells were collected by centrifugation at 1500× *g* for 5 min and resuspended in DMEM (Biological Industries, Kibbut z Beit Haemek, Israel) supplemented with 10% fetal bovine serum (FBS, Biological Industries) and 1% penicillin/streptomycin (Beyotime, Shanghai, China). To separate cell types, the total cell suspension was plated in a culture dish and incubated for 45 min, allowing fibroblasts to adhere. The supernatant containing the non-adherent cardiac myocytes was then gently transferred and seeded into 6-well plates at a density of 3 × 10^5^ cells per well in DMEM containing 10% FBS for subsequent experiments. The adherent fibroblasts were cultured in the original dish for 48 h, after which they were trypsinized, counted, and seeded into 6-well plates at a density of 3 × 10^5^ cells per well in DMEM containing 10% FBS for expansion prior to experiments.

### 2.5. Drug Treatment Protocol

For in vitro experiments, both cell types were pretreated with either 10 μmol/L HNG (HY-P3993A, MCE) or 5 μmol/L MOTS-c(TP2312, TargetMol) for 1 h, followed by co-treatment with 1 μmol/L AngII (T8560, TargetMol) for 48 h. During the 48 h treatment period, fibroblasts were maintained in DMEM containing 2% FBS, while cardiomyocytes were kept in DMEM with 10% FBS. All cells were cultured at 37 °C in a humidified atmosphere of 5% CO_2_.

### 2.6. Histology and Immunohistochemistry

Atrial tissue samples from human and mouse sources were fixed in paraffin and sectioned at 5–7 μm thickness. Deparaffinization was performed using xylene, followed by rehydration through a graded alcohol series. Sections were then stained with hematoxylin solution, rinsed under running water, and differentiated with 1% acid alcohol. To evaluate atrial interstitial fibrosis, Masson’s trichrome and Picrosirius red staining were employed. For immunofluorescence analysis, 8 μm-thick paraffin sections were subjected to antigen retrieval with citrate buffer and incubated with primary antibodies overnight at 4 °C. Subsequently, sections were labeled with Alexa Fluor-conjugated secondary antibodies. Nuclear counterstaining was performed using DAPI, while the extracellular matrix was visualized with wheat germ agglutinin (WGA, Thermo Fisher Scientific, Waltham, MA, USA). Representative images were obtained using a Zeiss microscope, and fibrotic regions or antibody-positive areas were quantified with ImageJ software (v1.8.0).

### 2.7. Measurement of Intracellular Reactive Oxygen Species (ROS)

Intracellular ROS levels were assessed using dihydroethidium (DHE) staining combined with both fluorescence microscopy and flow cytometry [32,33]. For both approaches, cells were incubated with 4 µM DHE (Thermo Fisher Scientific) at 37 °C for 20 min in the dark. For microscopic analysis, cells were washed with PBS after incubation. DHE fluorescence (indicative of superoxide oxidation) was visualized with Leica DM4B fluorescence microscope (excitation/emission: ~550/570 nm) and quantified with ImageJ software (v1.8.0). For flow cytometric analysis, cells were harvested after DHE staining, washed twice with PBS by centrifugation at 800 rpm for 5 min at room temperature, and then resuspended in 200 µL of PBS. The fluorescence intensity of oxidized DHE was immediately measured on a flow cytometer (Beckman cytoFLEX) using the PE channel (excitation: 488 nm; emission: 585 nm) and analyzed with FlowJo software (v10.8.1).

### 2.8. Western Blot Analysis

Protein lysates were prepared from cultured cells and atrial tissues using RIPA buffer (Beyotime). Equal amounts of protein (20–40 μg) were resolved via SDS-PAGE and electrotransferred onto PVDF membranes (Millipore, Burlington, MA, USA). The membrane was blocked for 1 h at room temperature, then incubated with primary antibody overnight at 4 °C. After incubation with appropriate secondary antibodies, protein signals were detected using enhanced chemiluminescence reagents (Epizyme Biotech, Shanghai, China) and imaged with a ChemiDoc MP system (Bio-Rad Laboratories, Hercules, CA, USA). The primary antibodies used were as follows: Collagen I (66761-1-1g, proteintech, China), α-SMA (A17910, ABclonal, Wuhan, China), Drp1 (A21968, ABclonal), Fis1 (32525, cell signaling, Danvers, MA, USA), GAPDH (A19056, ABclonal), β-actin (AC026, ABclonal) and horseradish peroxidase-labeled secondary antibodies (Beyotime).

### 2.9. Quantitative Real-Time Polymerase Chain Reaction

Total RNA was isolated from cultured cells and atrial tissue samples employing the SteadyPure Quick RNA Extraction Kit (Accurate Biotechnology, Hunan, China). Complementary DNA was synthesized using the HiScript III RT SuperMix for qPCR (Vazyme, Nanjing, China). All subsequent amplifications were conducted using a QuantStudio™ 6 Flex Real-Time PCR Systems (Thermo Fisher Scientific) and ChamQ Universal SYBR qPCR Master Mix (Vazyme). Relative mRNA levels were calculated by the 2^−ΔΔCt^ method, with β-actin serving as the internal reference gene. Primer sequences are provided in Table S3.

### 2.10. Superoxide Dismutase (SOD)

Cellular samples from different experimental groups were analyzed to determine superoxide dismutase (SOD) activity levels. The measurements were performed with commercial SOD assay kits (Beyotime), following the standardized protocols provided by the manufacturer.

### 2.11. Transesophageal Programmed Electrical Stimulation

Transesophageal programmed electrical stimulation was performed to assess atrial fibrillation (AF) inducibility [34,35]. Mice were anesthetized via intraperitoneal administration of tribromoethanol (2.5%, 0.02 mL/g; Aibei Biotechnology Co., Ltd., Nanjing, China). Under stable anesthesia, a 1.1F octapolar electrophysiology catheter (Millar Instruments, Houston, TX, USA) was advanced transesophageally and positioned at the level of the left atrium for subsequent programmed stimulation. Each mouse underwent the same atrial burst-pacing protocol three times. AF was defined as a period of rapid, irregular atrial activity lasting >1 s. Mice were classified as AF-positive when atrial fibrillation was elicited in a minimum of two out of three pacing trials. The incidence of inducible AF was calculated as the percentage of AF-positive mice in each group. To ensure animal welfare, any AF episode was terminated by gentle tactile stimulation if it exceeded 10 min. Electrophysiological signals were recorded and analyzed using LabChart Pro software (v7.3, ADInstruments, Dunedin, New Zealand). Throughout the procedure and analysis, the operator was blinded to the treatment groups of the mice.

### 2.12. Cell Proliferation Assay (CCK-8)

Cell proliferation was assessed using the Cell Counting Kit-8 (CCK-8, Dojindo, Kumamoto, Japan) according to the manufacturer’s instructions. Primary rat atrial fibroblasts were seeded into 96-well plates and cultured overnight. After the indicated treatments for 48 h, 10 µL of CCK-8 solution was added to each well and incubated for an additional 1 h at 37 °C. Absorbance was measured at 450 nm using a microplate reader.

### 2.13. Wound Healing Assay

Cell migration was evaluated using a wound healing assay. Primary rat atrial fibroblasts were seeded into 6-well plates and cultured until reaching approximately 90% confluence. A linear scratch wound was created across the cell monolayer using a sterile 200 µL pipette tip. Wound closure was photographed at 0, 24, and 48 h using an inverted microscope. The wound area was quantified using ImageJ software, and the migration rate was calculated as the percentage of wound closure relative to the 0 h time point.

### 2.14. Bioinformatic Analysis of Spatial Transcriptomic Data

The spatial transcriptomic dataset GSE261363 was downloaded from the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/, accessed on 14 October 2024). We processed and normalized the dataset using the GEOquery package (v2.66.0) in R [36]. To identify differentially expressed genes (DEGs), the limma package (version 4.4.1) was applied [37]. Genes with *p*-values < 0.05 and log-fold changes > 1 were considered significantly differentially expressed. Volcano plots and heatmaps were generated using R packages (‘ggplot2′v3.5.1 and ‘pheatmap’v1.0.12) [38]. For each donor, six distinct tissue regions were analyzed, resulting in 12 columns per group in the heatmap.

### 2.15. RNA Sequencing of Primary Cardiac Fibroblasts

Primary rat atrial fibroblasts were treated with AngII alone, AngII combined with HNG, or AngII combined with MOTS-c for 48 h, with four biological replicates per group. Total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA, USA) following the manufacturer’s instructions. RNA integrity was assessed, and qualified RNA samples were used for library preparation. Sequencing libraries were constructed using the Hieff NGS Ultima Dual-mode mRNA Library Prep Kit (Yeasen Biotechnology, Shanghai, China) according to the manufacturer’s protocol. The prepared libraries were sequenced on a DNBSEQ platform (BGI, Shenzhen, China) to generate paired-end reads. The raw RNA-seq data have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE322635. Principal component analysis (PCA) and Gene Ontology (GO) enrichment analysis were performed using the online analysis platform (https://cloud.tsingke.com.cn, accessed on 13 July 2025).

### 2.16. Outcome Measures

The study evaluated outcomes encompassing electrophysiological, histopathological, molecular, and cellular parameters. Electrophysiological assessments focused on atrial fibrillation (AF) inducibility using transesophageal burst pacing, where AF was defined as sustained irregular atrial activity exceeding 1 s. Histopathological endpoints included atrial fibrosis quantified by Picrosirius red and Masson’s trichrome staining, cardiomyocyte hypertrophy determined by wheat germ agglutinin (WGA) staining, and mitochondrial morphology examined via transmission electron microscopy. Molecular measurements consisted of protein and mRNA expression levels of Humanin (HN) and MOTS-c in human atrial tissues and mouse atria, along with markers of mitochondrial fission (Drp1, Fis1), pro-inflammatory cytokines (IL-1β, IL-6), myocardial stress (Nppa, Acta1, Myh7, Sesn2), and fibroblast activation (α-SMA, Col1a1). Cellular endpoints included reactive oxygen species (ROS) generation, superoxide dismutase (SOD) activity in primary cardiomyocytes, and fibroblast proliferation (CCK-8 assay) and migration (wound healing assay).

No formal sample-size calculation was performed because this was an exploratory study. As this study was designed as an exploratory mechanistic investigation, a single primary outcome measure was not predefined for sample size calculation. Rather, treatment effects were assessed based on the consistency of findings across multiple independent outcomes spanning electrophysiological, histopathological, molecular, and cellular domains.

### 2.17. Data Analysis and Statistical Methods

Statistical analyses were performed with GraphPad Prism software (version 8.0). Data for continuous variables are expressed as mean ± standard deviation (SD). The normality of data distribution for each dataset was evaluated using the Shapiro–Wilk test. For comparisons between two groups of normally distributed data, an unpaired two-tailed Student’s t-test was applied. Comparisons among more than two groups of normally distributed data were conducted by one-way analysis of variance (ANOVA), followed by Tukey’s post hoc analysis for multiple comparisons. Non-normally distributed data were analyzed using the Mann–Whitney U test (two groups) or the Kruskal–Wallis test with Dunn’s post hoc correction (more than two groups). Associations between continuous variables were assessed using Pearson’s correlation analysis for normally distributed data or Spearman’s rank correlation for non-normally distributed data. For categorical variables, the χ^2^ test was used to compare observed frequencies with expected frequencies under the null hypothesis of no association. When expected cell frequencies were less than 5, Fisher’s exact test was applied instead. A two-sided *p* value of less than 0.05 was considered statistically significant.

## 3. Results

### 3.1. Both Expressions of HN and MOTS-c Are Downregulated in Human Atrial Fibrillation Tissue and Negatively Correlate with Fibrosis

Spatial transcriptomic data from the GEO database (GSE261363) revealed significant downregulation of nuclear-encoded HN genes in AF atrial myocardial tissues compared to SR controls (Figure 1A,B). Consistent with the transcriptomic findings, IHC and IF staining further confirmed the substantial reductions of both HN (Figure 1C,D) and MOTS-c (Figure 1C,D) protein levels in atrial appendage of AF patients, compared to the SR control.

Next, Masson’s trichrome and Picrosirius red staining showed a marked increase of collagen deposition in the atria of AF patients (Figure 1E). Importantly, quantitative correlation analysis demonstrated a significant negative relationship between the levels of both HN and MOTS-c and the degree of fibrosis quantified by both Masson’s trichrome (Figure 2A,B) and Picrosirius red staining (Figure 2C,D). These results indicated that the downregulation of mitochondrial peptides HN and MOTS-c in the human AF atrium is closely associated with the progression or severity of atrial fibrosis.

### 3.2. Plasma MOTS-c Level Decreased in AF Patients and Inversely Correlates with NT-proBNP Level (N-Terminal pro-B-Type Natriuretic Peptide)

We also measured the levels of these peptides in plasma. As shown by Figure 3B, MOTS-c concentration was significantly lower in AF patients than that in SR controls (Figure 3B). Interestingly, plasma HN levels were slightly elevated in AF patients (Figure 3A). A positive correlation was observed between plasma levels of HN and MOTS-c (Figure 3C). Furthermore, MOTS-c expressions exhibited a significant inverse correlation with NT-proBNP levels (Figure 3E), while no significant correlation was found between HN and NT-proBNP (Figure 3D). These results suggest that plasma MOTS-c, but not HN, may reflect AF-related pathological stress, pending validation as a biomarker.

### 3.3. Administration of HNG or MOTS-c Attenuates AngII-Induced Atrial Fibrillation Susceptibility and Structural Remodeling in Mice

To determine the therapeutic potential of these peptides, we employed an AngII-infused murine AF model (experimental timeline, Figure 4A). (Gly14)-Humanin (HNG), a synthetic and more potent analogue of HN with a glycine-for-serine substitution at position 14 was utilized [39]. AngII treatment significantly increased AF inducibility upon transesophageal electrical pacing compared to the control group, as evidenced by representative electrocardiograms (Figure 4B) and summary data (Figure 4C). This pro-arrhythmic effect was markedly attenuated by concurrent treatment with either HNG (a potent HN analogue) or MOTS-c (Figure 4B,C).

Histological examination revealed that AngII infusion induced pronounced atrial fibrosis, which was ameliorated by both HNG and MOTS-c treatments (Figure 4D). Furthermore, Wheat Germ Agglutinin (WGA) staining showed that cardiomyocyte hypertrophy induced by AngII was also suppressed by either peptide administration (Figure 4E). At the molecular level, the upregulated mRNA expressions of myocardial stress markers, including Nppa, Nppb, Acta1, Myh7 [40], and Sesn2 [41] in AngII-treated mice, were significantly blunted in the HNG and MOTS-c treatment groups (Figure 4F). These data demonstrated that inter peritoneal administration of HNG and MOTS-c can effectively protect the AngII-treated mice from AF susceptibility as well as mitigate the cardiac structural remodeling.

### 3.4. HNG and MOTS-c Preserve Mitochondrial Integrity and Alleviate Oxidative Stress and Inflammation

We next explored the mechanisms underlying the protective effects of these two peptides. Electron microscopy revealed severe mitochondrial ultrastructural damage in the atria of AngII-treated mice, which was notably prevented by HNG and MOTS-c treatment (Figure 5A,B). In addition, AngII infusion led to increased mRNA and protein expression of mitochondrial fission proteins Drp1 and Fis1, indicating aberrant mitochondrial dynamics. This effect was reversed by both peptide treatments (Figure 5C–E). Concurrently, the elevated mRNA levels of pro-inflammatory cytokines IL-1β and IL-6 in the AngII group were reduced following HNG and MOTS-c administration (Figure 5G). Immunofluorescence staining and quantification of F4/80 confirmed a reduction of macrophage infiltration into the heart of the treatment groups compared to the AF heart (Figure 5F).

In primary rat atrial cardiomyocytes, AngII challenge for 48 h significantly increased oxidative stress, as detected by elevated ROS levels in flow cytometry and DHE staining, and decreased SOD activity. Pre-treatment with either HNG or MOTS-c effectively mitigated these changes (Figure 5H–J). Collectively, these findings indicated that the protective efficacy of HNG and MOTS-c in AF models may attribute to their function to preserve mitochondrial integrity, suppress inflammatory responses, and reduce oxidative stress in the heart.

### 3.5. HNG and MOTS-c Inhibit AngII-Induced Activation, Proliferation, and Migration of Cardiac Fibroblasts

Since atrial fibrosis is a hallmark of AF, we then investigated the direct effects of the peptides on cardiac fibroblasts. In primary rat cardiac fibroblasts, AngII stimulation significantly upregulated the mRNA and protein expression of activation markers α-SMA and Col1a1 (Figure 6A–C). This profibrotic activation response was suppressed by pre-treatment with HNG or MOTS-c. CCK-8 assays demonstrated that AngII-enhanced fibroblast proliferation was also inhibited by both peptides (Figure 6E). Finally, a wound healing assay showed that the increased migratory capacity of fibroblasts induced by AngII was markedly reduced by addition of HNG and MOTS-c (Figure 6D). These results provided direct evidence that HNG and MOTS-c exert potent anti-fibrotic effects by attenuating the pro-fibrotic phenotype of cardiac fibroblasts.

To gain a comprehensive understanding of how HNG and MOTS-c modulate fibroblast phenotype at the transcriptional level, we performed RNA sequencing on primary cardiac fibroblasts treated with AngII, AngII+HNG, or AngII+MOTS-c. 

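The sequenced cells were fibroblasts separated from the atria of newborn rats by differential adhesion, a procedure that enriches fibroblasts but does not sort them from other attached cells. HNG was added at 10 μmol/L and MOTS-c at 5 μmol/L, each 1 h before AngII at 1 μmol/L, and the cells were kept for 48 h in medium with 2% FBS. A total of 12 libraries were analysed, 4 for each of the 3 treatments, and no group without AngII was used here, so each peptide could be compared with AngII alone but not with untreated cells. The authors deposited the read count of every gene in every library without normalization, together with FPKM values, which divide each count by the gene's length and the library's total. Between 33009768 and 38322354 reads were counted on genes in the AngII libraries, with a median of 36564439. The AngII+HNG libraries held 27960586 to 37910135 counts with a median of 34014645, and the AngII+MOTS-c libraries 28514441 to 37461842 with a median of 33703638. At this depth 3 counts corresponded to 0.0783 to 0.107 CPM, counts scaled to a common library total, a floor that covers counting error only. The 10 most abundant genes took 11.6% to 12.2% of the counts of a library. Counts were scaled with edgeR's TMM method, whose factors lay between 0.989 and 1.01, and tested with edgeR's quasi-likelihood test on the libraries of the groups compared, after genes with too few counts were removed by filterByExpr. The aligner, the counting tool and the genome annotation are not named in the paper's text, and these steps are already included in the deposited counts. Libraries of one treatment differed by 4.40 to 19.4 times the sampling noise of their counts (chi-square per gene), so their counts were not repeats of one library. This does not show whether the libraries came from separate cultures. The replicates numbered 2 and 3 carry the same number in their library names, and the lowest value, 4.40, was that of AngII replicates 2 and 3. In the other treatments these replicates were not the closest pair. With AngII+HNG they stood at 14.3, against 5.31 for replicates 1 and 2. With AngII+MOTS-c they stood at 6.79, against 4.69 for replicates 1 and 3. The counts of replicates 2 and 3 were also summed as an alternative to n = 4. AngII+MOTS-c replicate 1 carries the number 2 in its library name, whereas replicate 1 of the other treatments carries the number 1. A block by replicate number therefore pairs libraries with different names there. With a block by the number in the library name, replicate 1 of both groups in a comparison with MOTS-c is alone in its block. These libraries then do not inform the difference between the treatments. Choices that could change the number of differentially expressed genes were the test, the block, this summing, the omission of libraries and a limit on the fold change.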

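The share of the squared distances between libraries that lay between the treatments was computed from log2 CPM of the genes with enough counts, with a one-sided exact permutation test over the 35 ways to divide 8 libraries into groups of 4. For AngII against AngII+HNG this share was 23.0% (n = 4 per group, exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). For AngII against AngII+MOTS-c it was 12.7% (n = 4 per group, exact permutation test, p = 0.886), so most other divisions of the same libraries gave a share as large. The first principal component of the AngII and AngII+HNG libraries held 23.9% of the variance and placed all 4 AngII libraries below all 4 AngII+HNG libraries. The first 3 components of the AngII and AngII+MOTS-c libraries held 19.2%, 17.1% and 15.0% of the variance, and the groups overlapped on each of them. In the plane of PC2 and PC3, a straight line did not part the AngII from the AngII+MOTS-c libraries. With FPKM on the linear scale in place of log2 CPM, the share between groups was 31.9% for HNG (exact permutation test, p = 0.0286) and 12.6% for MOTS-c (exact permutation test, p = 0.6), and a straight line in the plane of PC2 and PC3 then parted AngII from AngII+MOTS-c, as it did for 5 of the 35 divisions in all. In the plane of PC1 and PC2 of log2 CPM a line parted AngII from AngII+HNG, as it did for 4 of 35 divisions. These counts of lines were made after the data were seen. The replicate numbers were also treated as pairs. The deviations of same-numbered libraries from their group means had a mean correlation across genes of 0.0186 between AngII and AngII+HNG and of 0.0752 between AngII and AngII+MOTS-c. With the replicate number as a block the share was 37.8% for HNG and 23.6% for MOTS-c, with p = 0.125 and p = 0.75 from an exact permutation within pairs, which cannot go below 0.125.

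**Figure D1:**
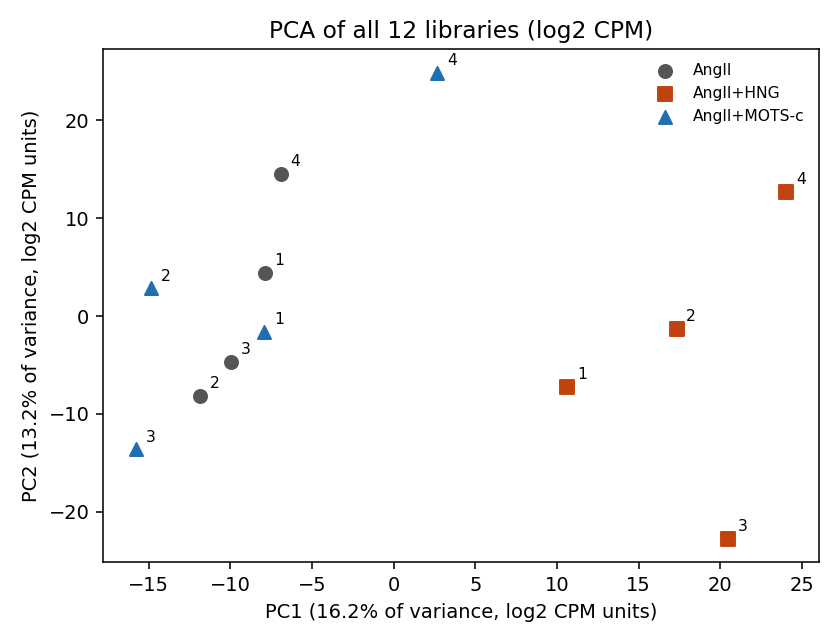
Principal component analysis of log2 CPM of 14686 genes in all 12 libraries. The x axis is PC1 (16.2% of the variance) and the y axis is PC2 (13.2%), both in log2 CPM units, and each symbol is 1 library, numbered by replicate. The AngII+HNG libraries lie between 10.6 and 24.0 on PC1, to the right of the 4 AngII libraries, while the AngII+MOTS-c libraries lie between -15.8 and 2.67, a range that includes all AngII libraries.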

Principal component analysis (PCA) of the global gene expression data revealed a clear separation between AngII-treated fibroblasts and those co-treated with either HNG (Figure 6F) or MOTS-c (Figure 6G), indicating that both peptides profoundly altered the AngII-induced transcriptional landscape.

Gene Ontology (GO) enrichment analysis of the differentially expressed genes identified distinct biological processes influenced by each peptide. 

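With HNG, 869 of 14524 tested genes had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 494 were higher and 375 were lower than with AngII alone. Their median absolute log2 fold change was 0.31, and 23 of them reached 2-fold. Transcripts assembled from the reads, without the identifier of an annotated gene, were tested along with annotated genes. How many of the called genes were such transcripts was not counted. Without adjustment 2943 genes had p below 0.05, where 726 would be expected by chance. The 2 groups did not overlap in 13.6% of the tested genes, against 2.86% expected by chance. With MOTS-c, 1 of 14488 tested genes passed the same threshold. Without adjustment 732 genes had p below 0.05 with MOTS-c, where 724 would be expected by chance, and the groups did not overlap in 3.50% of the genes, against the same chance share. A gene was called at an unadjusted p below 0.05 together with a change of at least 2-fold in 59 cases with HNG and in 14 cases with MOTS-c. With the replicate number as a block, 1111 genes passed the adjusted threshold with HNG, 829 of them among the 869, and 2 genes, Trim15 and LOC100360508, passed with MOTS-c, the latter named after its values were seen. The mean correlation of libraries with the same replicate number was 0.0186 for HNG and 0.0752 for MOTS-c. With the number in the library name as a block, for which no such correlation was computed, 1113 genes passed with HNG and 1 gene, Tmem18, with MOTS-c, also named after its values were seen. In this MOTS-c fit replicate 1 of both groups is alone in its block and does not inform the difference. The alternative that moved the HNG count most without a limit on the fold change was the omission of AngII replicate 1, which left 431 genes. On counts simulated from these libraries with 200 changed genes, the test recovered 48.5% of changes of 0.32 on the log2 scale and 89% of changes of 2-fold at the HNG spread, and 56.5% and 89.5% at the MOTS-c spread.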

Compared to the AngII group, HNG treatment predominantly reversed genes associated with signal transduction, immune response, and cell-substrate adhesion (Figure 6H). In contrast, MOTS-c treatment primarily normalized the expression of genes involved in various metabolic processes (Figure 6I). 

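Gene lists for the themes of Figure 6H were written before the data were examined and tested with limma's camera on log2 CPM (two-sided, inter-gene correlation 0.01, Benjamini-Hochberg adjustment over 40 list tests). The paper drew these themes from the same libraries, so a shift of such a list here is no independent support for its theme. The 49 tested immune response genes had a median log2 fold change of 0.22 with HNG (camera, adjusted p = 4.0e-04), with 37 genes higher and 12 lower. Their mean log2 CPM was above the AngII mean in 4 of 4 AngII+HNG libraries, but the groups overlapped (two-sided exact permutation test, p = 0.0571, n = 4 per group). Adjusted over the list alone, 9 immune response genes were significantly higher and 3 lower, against 4 and 3 when adjusted over all genes. The 49 genes of integrins and matrix adhesion had a median of -0.043 (camera, adjusted p = 0.00286), with 13 genes significantly lower and 3 significantly higher (21 and 8 adjusted over the list alone), and their mean was lower in 4 of 4 libraries. Of 54 lysosomal genes 51 were higher, 28 of them significantly (38 adjusted over the list alone), with a median of 0.20 (camera, adjusted p = 4.3e-17) and a rise in 4 of 4 libraries, while AngII replicate 4 was the highest of its own group for these and for the immune response genes. With a score of macrophage markers in the model the medians were 0.147 for lysosomal and 0.124 for immune response genes. The adjusted p of the lysosomal genes ranged from 2.2e-19 to 0.312 over the alternatives, the largest value being obtained when the inter-gene correlation was estimated from the 8 libraries. The 31 fibroblast activation genes had a median of -0.10 (camera, adjusted p = 8.9e-07, lower in 4 of 4 libraries), and 12 of them were significantly lower (15 lower and 2 higher adjusted over the list alone). Col1a1, a marker measured in Figure 6C, did not change significantly with HNG (log2 fold change -0.041, edgeR, adjusted p = 0.687). The 22 scavenger receptor genes had a median of 0.14 and did not pass the threshold (camera, adjusted p = 0.0682, higher in 4 of 4 libraries, 0.0398 to 0.312 over the alternatives), with 6 genes significantly higher and 2 lower (10 and 4 adjusted over the list alone). The list means of the adhesion, lysosomal, fibroblast activation and scavenger receptor genes did not overlap between the groups (two-sided exact permutation test, p = 0.0286 each, n = 4 per group). With the replicate number as a block the adjusted p was 1.2e-15 for lysosomal, 5.7e-05 for immune response, 0.0107 for adhesion and 2.5e-06 for fibroblast activation genes, and the scavenger receptor genes then passed the threshold at 0.0398 (mean correlation of same-numbered libraries 0.0186). Over all alternatives it ranged from 5.7e-05 to 0.312 for immune response, from 0.00233 to 0.312 for adhesion and from 1.5e-07 to 0.0337 for fibroblast activation genes. Among single significant genes with a mean of at least 1 CPM and no overlap between groups, Gask1a (log2 fold change 1.37), Npy (1.27), Grin3a (from 0.729 to 1.72 CPM), Sgip1 (1.17) and Apoe (1.06) rose most. Apoe went from 120.4 ± 7.56 to 251.8 ± 45.6 CPM (SD, n = 4 per group, standard error of the log2 fold change 0.10, edgeR, adjusted p = 1.3e-04). The largest decreases among such genes were in Ighv (-1.36), Cx3cr1, Myh2 (-0.91), Gpr20 (-0.78) and Il1rl1, which fell from 191.8 ± 8.84 to 112.1 ± 6.74 CPM (SD, n = 4 per group, log2 fold change -0.78, standard error 0.049, edgeR, adjusted p = 7.1e-06). Sgip1 and Gpr20 were no longer below an adjusted p of 0.05 in some alternatives, where their adjusted p reached 0.168 and 0.0726, namely in 4 and 3 of 14, and the adjusted p of Grin3a reached 0.0794 in 1 of 14 alternatives. Gask1a was lowest in AngII+HNG replicate 1 and Sgip1 highest in replicate 2, each apart from the other libraries of the group.

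**Figure D2:**
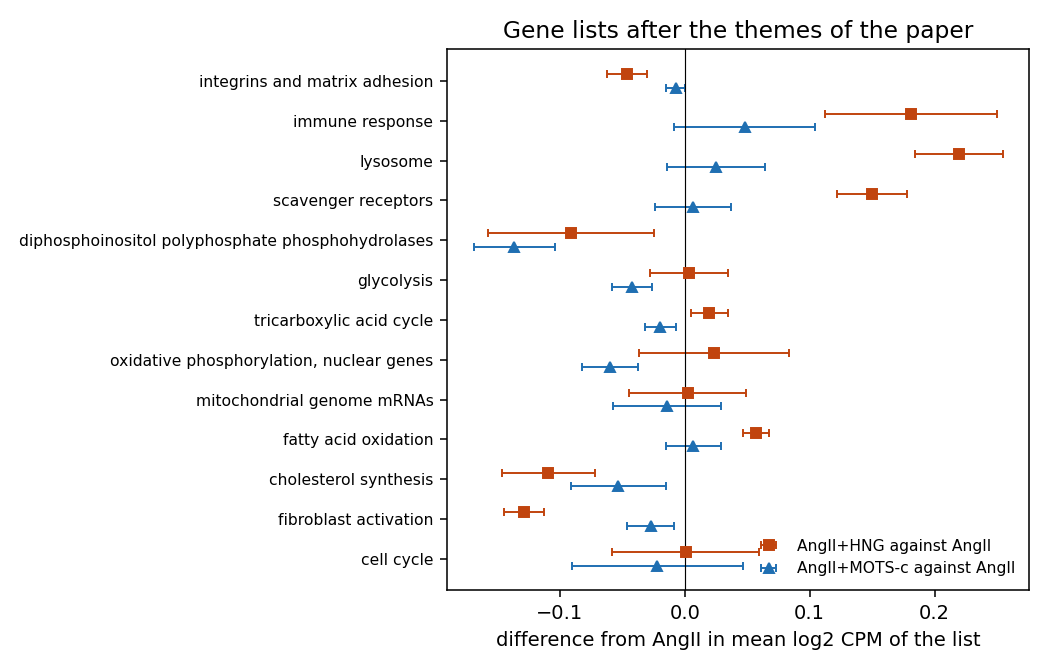
Difference from AngII in the mean log2 CPM of 13 gene lists (x axis), for AngII+HNG (squares) and AngII+MOTS-c (triangles), 4 libraries per group. Bars are the standard error of the difference between the group means. With HNG the lysosome list rose by 0.22 and the fibroblast activation list fell by 0.13 on the log2 scale.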

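With MOTS-c, 0 members of the oxidative phosphorylation, glycolysis, cholesterol synthesis, tricarboxylic acid cycle and fatty acid oxidation lists had an adjusted p-value below 0.05. This held when adjusted over all genes and over each list alone. An unadjusted p below 0.05 was found for 0 tricarboxylic acid cycle and fatty acid oxidation genes. It was found for 2 of 25 cholesterol synthesis, 7 of 20 glycolysis and 13 of 71 nuclear oxidative phosphorylation genes. Of these 71 genes 58 were lower than with AngII alone, with a median log2 fold change of -0.052 (camera, adjusted p = 8.9e-07), and their mean was lower in 4 of 4 AngII+MOTS-c libraries (two-sided exact permutation test, p = 0.0286, n = 4 per group). This list is made of short transcripts with a median length of 667 bases against 2863 for all tested genes, and the log2 fold change with MOTS-c rose with gene length (Spearman's rho 0.183, across genes, which are not independent replicates). After a smooth curve on length was subtracted the median of the list was -0.0126. The 20 glycolysis genes had a median of -0.045 (camera, adjusted p = 0.00295), with 17 genes lower and a decrease in 4 of 4 libraries (two-sided exact permutation test of the mean, p = 0.0571, n = 4 per group). The 25 cholesterol synthesis genes had a median of -0.044 (camera, adjusted p = 0.00196), with 23 genes lower and a decrease in 3 of 4 libraries (two-sided exact permutation test of the mean, p = 0.2, n = 4 per group). The tricarboxylic acid cycle (median -0.014, camera adjusted p = 0.133, lower in 3 of 4 libraries) and fatty acid oxidation genes (median 0.0053, camera adjusted p = 0.964, higher in 3 of 4 libraries) did not pass the threshold. When the inter-gene correlation was estimated from the libraries, the adjusted p of the oxidative phosphorylation list was 0.312, against 3.1e-08 to 0.312 over all alternatives. With the replicate number as a block it was 2.3e-06, and the adjusted p was 0.00717 for glycolysis (0.00160 to 0.312 over the alternatives) and 7.0e-04 for cholesterol synthesis (7.2e-05 to 0.518), with a mean correlation of same-numbered libraries of 0.0752. The 4 diphosphoinositol polyphosphate phosphohydrolase genes, a theme of Figure 6I, had 3 genes higher and 1 lower (camera, adjusted p = 0.629, median 0.0095), but their mean was lower in 4 of 4 libraries (two-sided exact permutation test, p = 0.0286, n = 4 per group), and 1 of them was significantly lower adjusted over the list alone and 0 over all genes. The 1 gene that passed the adjusted threshold was Trim15, which rose from 1.03 ± 0.0681 to 2.55 ± 0.193 CPM (SD, n = 4 per group, log2 fold change 1.30, standard error 0.15, edgeR, adjusted p = 0.0140). This adjusted p ranged from 3.0e-06 to 0.221 over its 14 alternatives and was above 0.05 in 8 of them, and 3 of the 8 divisions that part all same-numbered libraries, the real one included, gave at least 1 gene.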

To validate the RNA-seq findings, we performed qPCR on selected upregulated and downregulated genes in independent fibroblast samples (n = 4 per group), which confirmed the direction of expression changes for both HNG and MOTS-c (Figure S1). These transcriptomic findings are hypothesis-generating and suggest distinct biological programs.

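The difference between the peptides was tested directly by comparing the 4 AngII+HNG with the 4 AngII+MOTS-c libraries. Of 14448 tested genes, 637 had an adjusted p-value below 0.05 in edgeR's quasi-likelihood test, with 381 higher and 256 lower with HNG. Without adjustment 2782 genes had p below 0.05. Of the 637 genes, 490 also differed between AngII+HNG and AngII, all in the same direction, in comparisons that share the AngII+HNG libraries. The same-numbered libraries of the peptides had a mean correlation of 0.112 in their deviations, and 1054 genes passed with the replicate number as a block. With the number in the library name as a block 485 genes passed, 407 of them among the 637. Among the gene lists, tested here in a comparison chosen after the data were seen, the lysosomal genes were higher with HNG than with MOTS-c by a median log2 difference of 0.18 (camera, adjusted p = 2.7e-15 over 20 lists, 50 of 54 genes and 4 of 4 libraries higher), and with the block the adjusted p was 3.1e-14. Nuclear oxidative phosphorylation genes were higher with HNG by a median of 0.094 (camera, adjusted p = 6.4e-04, 62 of 71 genes and 3 of 4 libraries higher), but their mean did not separate the groups (two-sided exact permutation test, p = 0.143) and 14 of the 35 divisions gave a camera p as small, and fibroblast activation genes were lower by a median of -0.071 (camera, adjusted p = 2.8e-05, 25 of 31 genes and 4 of 4 libraries lower). With the block these adjusted p-values were 5.7e-04 and 7.3e-05. In all 11 of the 20 lists passed in camera. The others higher with HNG were immune response, scavenger receptors and macrophage, endothelial and cardiomyocyte markers. Those lower were adhesion, cholesterol synthesis and smooth muscle and pericyte markers. Means of adhesion, scavenger receptor and endothelial lists separated the groups (two-sided exact permutation test, p = 0.0286 each). Those of immune response, cholesterol synthesis, macrophage and cardiomyocyte lists did not (two-sided exact permutation test, p = 0.229 each). The mean of smooth muscle and pericyte markers did not either (two-sided exact permutation test, p = 0.114). For the lists that did not separate, 5 to 14 of the 35 divisions gave a camera p as small. From the terms enriched among the differentially expressed genes of each peptide, the paper proposes that HNG and MOTS-c act on distinct biological programs.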

## 4. Discussion

In this study, we provide the first evidence linking the mitochondrial-derived peptides HN and MOTS-c to atrial fibrillation (AF). Our principal findings are threefold. First, HN and MOTS-c are significantly downregulated in human AF atrial tissue, and their levels inversely correlate with the extent of fibrosis. Second, plasma MOTS-c is decreased in AF patients and inversely associated with NT-proBNP, whereas plasma HN shows a slight elevation. Third, in an AngII-induced mouse model, treatment with HNG (an HN analogue) or MOTS-c reduces AF inducibility, attenuates atrial fibrosis and hypertrophy, and ameliorates mitochondrial dysfunction, oxidative stress, and inflammation. Additionally, both peptides directly suppress AngII-induced activation, proliferation, and migration of cardiac fibroblasts in vitro. Collectively, these findings suggest that restoring HN/MOTS-c levels may represent a novel therapeutic strategy for AF, although further validation is required.

Previous observations suggested a complex profile of HN and MOTS-c in peripheral blood and tissues in different clinical settings. It was reported that plasma HN levels were lower in patients with angina and myocardial infarction [42]. Conversely, in a large aging cohort (693 individuals, 21–113 years), plasma HN increases with age but paradoxically associates with worse metabolic and functional parameters in the elderly [43]. In chronic kidney disease, circulating HN is elevated while its muscle expression is reduced, and circulating HN correlates positively with inflammatory mediators; meanwhile, MOTS-c level decreased in both compartments [44]. Qin et al. reported that lower circulating endogenous MOTS-c levels were associated with impaired coronary endothelial function in patients [45]. Another study revealed the lower level of MOTS-c in coronary artery disease (CAD) patients and a strong correlation between MOTS-c levels and CAD [46]. These results suggested a common theme of MOTS-c deficiency in cardiovascular pathology. Other studies identified both peptides as exercise-sensitive myokines, with their levels increasing in both blood stream and muscle following physical activity [26,47,48].

Our study extends these observations to AF. We found that HN and MOTS-c are downregulated in AF atrial tissue, and their deficiency correlates with fibrotic burden—a hallmark of AF progression. This local depletion is consistent with the concept that loss of these mitochondrial peptides may contribute to structural remodeling. We also observed decreased plasma MOTS-c in AF patients, which inversely correlated with NT-proBNP, a marker of cardiac wall stress. This aligns with the pattern seen in other cardiovascular conditions, further supporting the notion that low circulating MOTS-c may reflect cardiac injury. In contrast, plasma HN showed a slight elevation in our AF cohort, mirroring the discordant pattern seen in CKD [44]. This apparent paradox may reflect a compensatory systemic hormonal response to atrial stress, but direct evidence is lacking. This pattern suggests that plasma HN is not a reliable surrogate for atrial HN content and should not be interpreted as a simple biomarker for atrial pathology. We propose that plasma HN may be influenced by systemic factors such as inflammation, age, or other organ contributions.

Large amount of evidence confirmed that mitochondrial dysfunction, oxidative stress, and inflammation contribute to AF progression. Previous studies confirmed the cardioprotective potential of mitochondrial-derived peptides including HN and MOTS-c in some pathologic conditions. For instance, HN was shown to mitigate endothelial apoptosis [22] and age-related fibrosis [23], while MOTS-c can ameliorate pressure-overload heart failure [25] and diabetes-associated myocardial fibrosis [49]. The present study demonstrated that administration of both HN and MOTS-c can reduce AF inducibility and attenuate atrial fibrosis and hypertrophy induced by Ang II, suggesting their cardiac protective role in AF. Moreover, treatment with these peptides mitigate mitochondrial dysfunction, oxidative stress, and inflammation. Both peptides preserve mitochondrial ultrastructure and normalize the expression of fission proteins Drp1 and Fis1, which were reported to play important roles in stabilizing mitochondrial dynamics [50,51]. Notably, the upregulation of Drp1 aligns with recent single-cell RNA sequencing data from human AF atrial tissues, which revealed increased Drp1 expression across diverse cellular subpopulations [52]. By stabilizing mitochondrial dynamics, HNG and MOTS-c disrupt the consequent vicious cycle of oxidative stress and inflammation—key drivers of AF progression. The attenuation of this cycle is evidenced by reduced ROS, increased SOD activity, and downregulated IL-1β and IL-6, which is consistent with the anti-inflammatory effects of HNG reported in cerebral ischemia models [24]. Therefore, the improved mitochondrial function, downregulated oxidative stress, and reduced inflammation may attribute to the efficacy of administration of HN and MOTS-c in murine AF models.

Fibroblast activation plays a central role in the development of atrial fibrosis during atrial fibrillation [9,53,54]. The present data firstly revealed that both peptides directly inhibited AngII-induced transformation of fibroblasts into activated myofibroblasts, as well as their proliferation and migration. In murine models, administration of HNG and MOTS-c significantly attenuate fibrosis, suggesting their direct role on fibrosis. On the other hand, HNG and MOTS-c may also attenuate fibrosis in part by alleviating oxidative stress and inflammation, as well as improving the cardiomyocyte environment.

## 5. Limitations of the Study

Several limitations should be acknowledged. First, the human sample sizes are modest (39 matched pairs for plasma, 13 for atrial tissue), and the spatial transcriptomics dataset included only two donors per group. Larger, independent cohorts are needed to confirm our findings. Second, the AngII-infusion mouse model represents a subacute, uniform trigger and does not fully recapitulate the chronic, heterogeneous nature of clinical AF. We acknowledge that AF inducibility assessed by transesophageal burst pacing reflects susceptibility to triggered AF rather than spontaneous or persistent AF; thus, this model is useful for studying the early structural substrate but not chronic self-sustaining AF. Accordingly, our anti-AF claims are limited to the context of inducible AF in this subacute AngII model. Third, we did not include control groups receiving peptides alone without AngII; therefore, baseline effects of the peptides cannot be excluded. Fourth, the specific receptor(s) and immediate signaling pathways through which HN and MOTS-c act in cardiac cells remain unknown. Fifth, although we performed exploratory RNA-seq and qPCR validation, the functional relevance of the identified pathways requires further mechanistic investigation. Finally, the clinical significance of plasma MOTS-c as a biomarker is preliminary and requires validation in prospective studies with ROC analysis.

## 6. Conclusions

In summary, this study identifies downregulation of HN and MOTS-c as a novel feature of human AF that correlates with fibrosis. In a mouse model, exogenous supplementation with HNG or MOTS-c reduces AF susceptibility, preserves mitochondrial integrity, suppresses oxidative stress and inflammation, and directly inhibits fibroblast activation. These findings position the mitochondrial peptide pathway as a promising therapeutic target for AF, although further studies are required to establish causality and clinical utility.

## Figures and Tables

**Figure 1:**
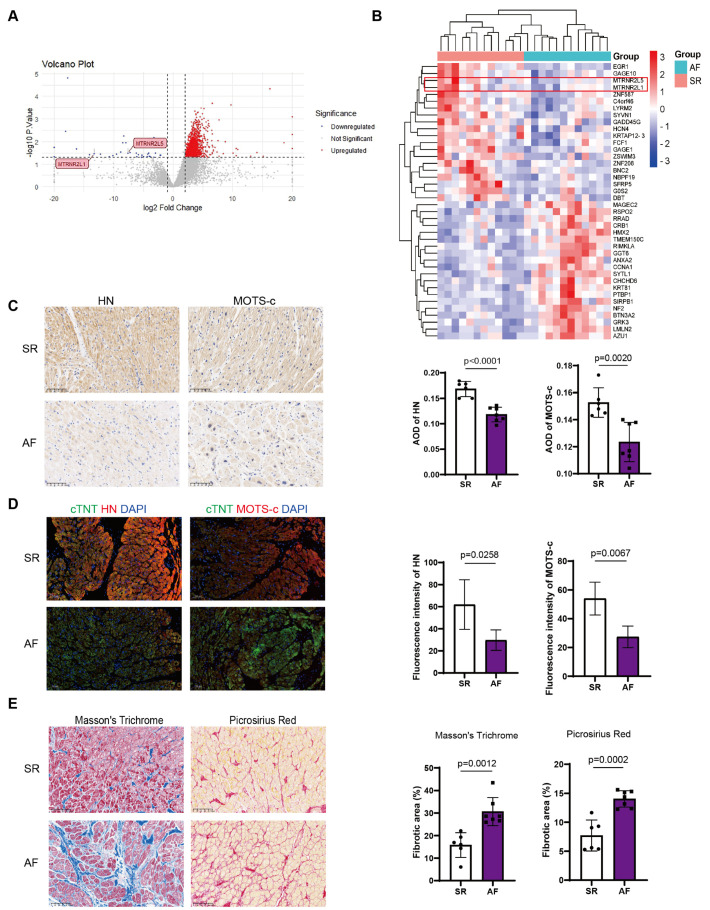
**Both HN and MOTS-c levels decreased in atrial tissues of atrial fibrillation (AF).** (**A**) Reanalysis of spatial transcriptomic data (GEO dataset GSE261363) showing downregulated expression of the nuclear-encoded humanin genes (MTRNR2L1, MTRNR2L5) in atrial myocardial tissue from donors with atrial fibrillation (AF, n = 2 donors) compared to those with sinus rhythm (SR, n = 2 donors). (**B**) Heatmap generated from the same dataset (GSE261363), displaying the expression patterns of the top 20 differentially expressed genes. Six distinct tissue regions were analyzed per donor, resulting in 12 columns per group (SR, AF). (**C**) Representative immunohistochemical (IHC) staining and quantification of HN and MOTS-c protein expression in human right atrial appendage tissues from patients with SR (n = 6) and AF (n = 7). Scale bars, 100 μm. (**D**) Representative immunofluorescence (IF) staining and quantification of HN and MOTS-c in human atrial tissues from SR (n = 6) and AF (n = 7) patients. Scale bars, 100 μm. (**E**) Representative Masson’s trichrome staining and Picrosirius red staining of human atrial tissues, showing increased collagen deposition in AF (n = 6 or 7). Scale bars, 100 μm. Data are shown as mean ± SD. Data in (**C**,**D**) were analyzed via the Student *t*-tests. Data of Masson’s trichrome staining in E were analyzed via the Mann–Whitney U tests. Data of Picrosirius red staining in (**E**) was analyzed via the Student *t*-tests.

**Figure 2:**
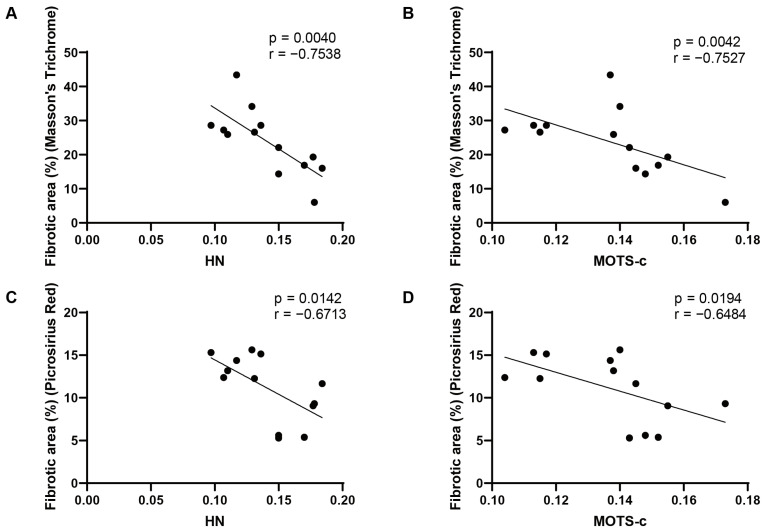
**Correlations of HN and MOTS-C expression with atrial fibrosis degree in human atrial tissues.** Correlation analysis between quantitative fibrosis area from Masson’s staining (**A**,**B**) and Picrosirius red staining (**C**,**D**) and the protein expression levels of HN (**A**,**C**) or MOTS-c (**B**,**D**) (quantified from IHC) (n = 13). Spearman rank correlation coefficient quantifies these correlations.

**Figure 3:**
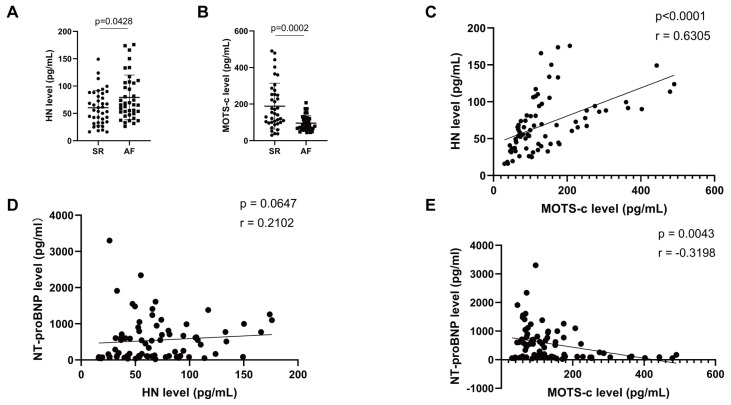
**Plasma MOTS-c level is downregulated in patients with AF and inversely associated with NT-proBNP production.** (**A**,**B**) ELISA was performed to measure plasma HN (**A**) and MOTS-c (**B**) concentrations in patients with atrial fibrillation (AF; n = 39) and control subjects with sinus rhythm (SR; n = 39). (**C**) Spearman correlation analysis between plasma HN and MOTS-c levels in patients above (n = 78). (**D**,**E**) Spearman correlation analysis of plasma HN (**D**) or MOTS-c (**E**) levels with NT-proBNP levels in patients above (n = 78). Data are shown as mean ± SD. Data in (**A**,**B**) were analyzed via the Mann–Whitney U tests.

**Figure 4:**
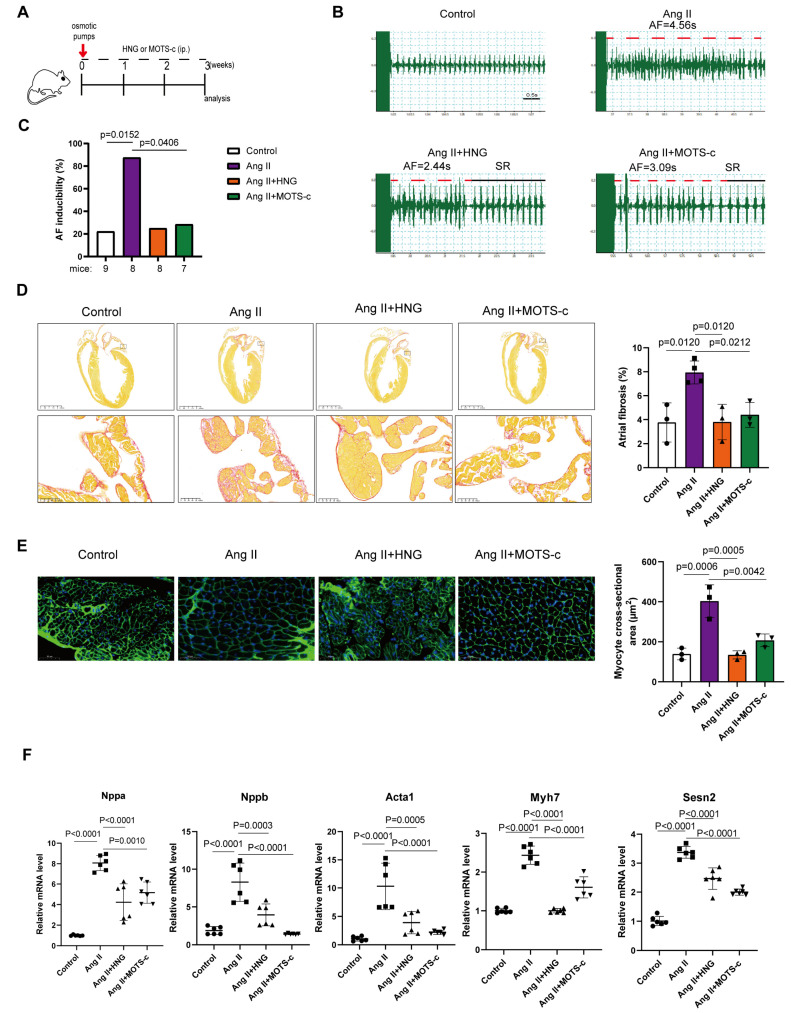
**HNG and MOTS-c treatment attenuates AngII-induced atrial fibrillation (AF) susceptibility and structural remodeling in mice.** (**A**) Schematic timeline of the experimental protocol. (**B**) Representative electrocardiogram (ECG) tracings of burst pacing-induced AF. (**C**) Bar graph summarizing the incidence of inducible AF in each group. (**D**) Representative images of Picrosirius red-stained whole heart sections from each experimental group, alongside quantification of fibrotic area (red) in both atrial chambers. Scale bars, 2.5 mm or 100 μm. (**E**) Representative images of wheat germ agglutinin (WGA) staining of the mouse atria from the indicated groups, showing cardiomyocyte cross-sectional area. A total of 250 cells per mouse were measured. Scale bar, 50 μm. (**F**) mRNA expression levels of myocardial stress markers (Nppa, Nppb, Acta1, Myh7, Sesn2) in mouse atrial tissues. n = 3 to 9 mice per group for all experiments. Data are shown as mean ± SD. Data points in the graphs represent biological replicates. Data in (**C**) were analyzed via χ^2^ test (AF inducibility). Data in (**D**–**F**) were analyzed via one-way ANOVA, followed by Tukey’s post hoc analysis.

**Figure 5:**
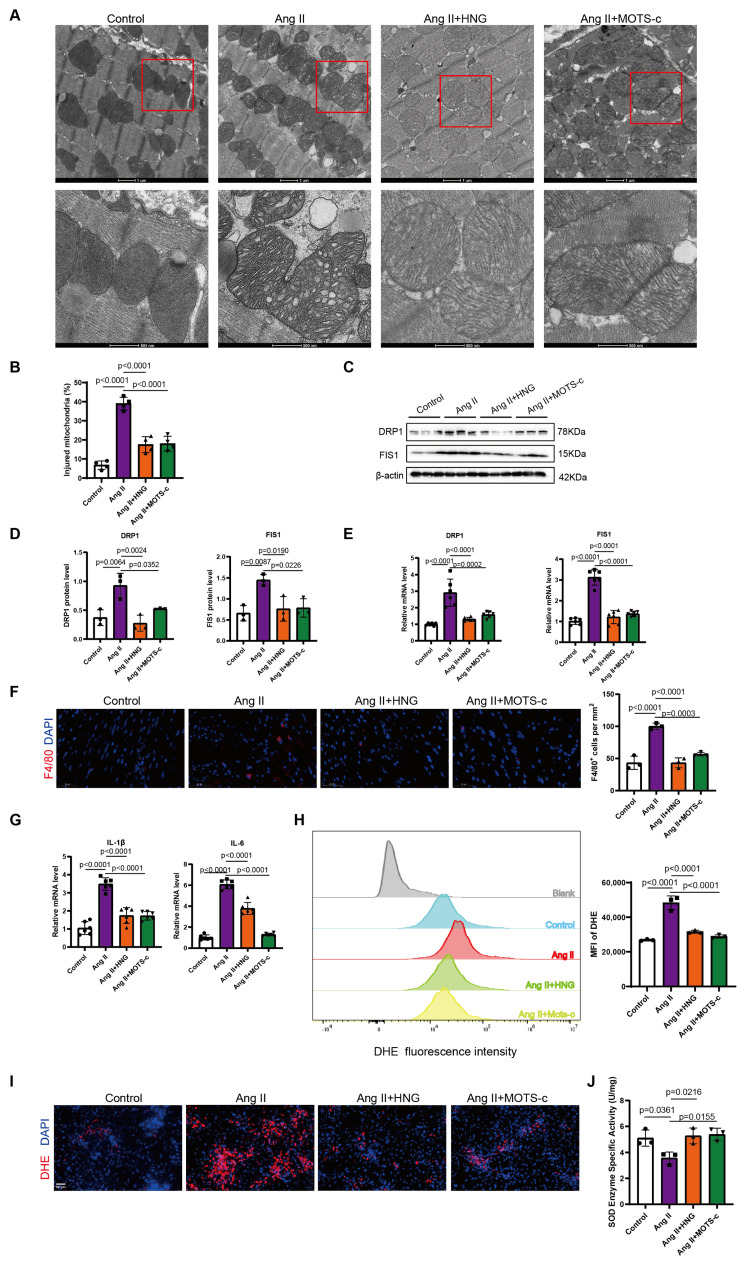
**HNG and MOTS-c preserve mitochondrial integrity and alleviate inflammation and oxidative stress in mouse atria and primary cardiomyocytes.** (**A**) Representative transmission electron micrographs of mitochondria in mouse atrial from the indicated groups. Scalebar, 1 μm or 500 nm. (**B**) Quantification of injured mitochondria in mouse atria. At least 50 mitochondria per animal were analyzed. (**C**–**E**) Representative Western blot (**C**) with quantitative analysis (**D**) and mRNA (**E**) of mitochondrial fission proteins (Drp1, Fis1) in mouse atrial tissues. (**F**) Representative immunofluorescence staining and quantification of F4/80 (macrophage marker) in mouse atrial tissues. Scale bar, 50 μm. (**G**) mRNA expression levels of pro-inflammatory cytokines (IL-1β, IL-6) in mouse atrial tissues. (**H**–**J**) In vitro studies on primary rat atrial cardiomyocytes. (**H**) Flow cytometry analysis of reactive oxygen species (ROS) using DHE probe. (**I**) Representative DHE fluorescence staining (red) and DAPI (blue). Scale bar, 50 μm. (**J**) Superoxide dismutase (SOD) activity assay. n = 3–6 per group for in vivo, n refers to the number of mice. n = 3 independent experiments for in vitro, n refers to independent biological replicates. Data are shown as mean ± SD. Data points in the graphs represent biological replicates. Data in (**B)** to (**J**) were analyzed via one-way ANOVA, followed by Tukey’s post hoc analysis.

**Figure 6:**
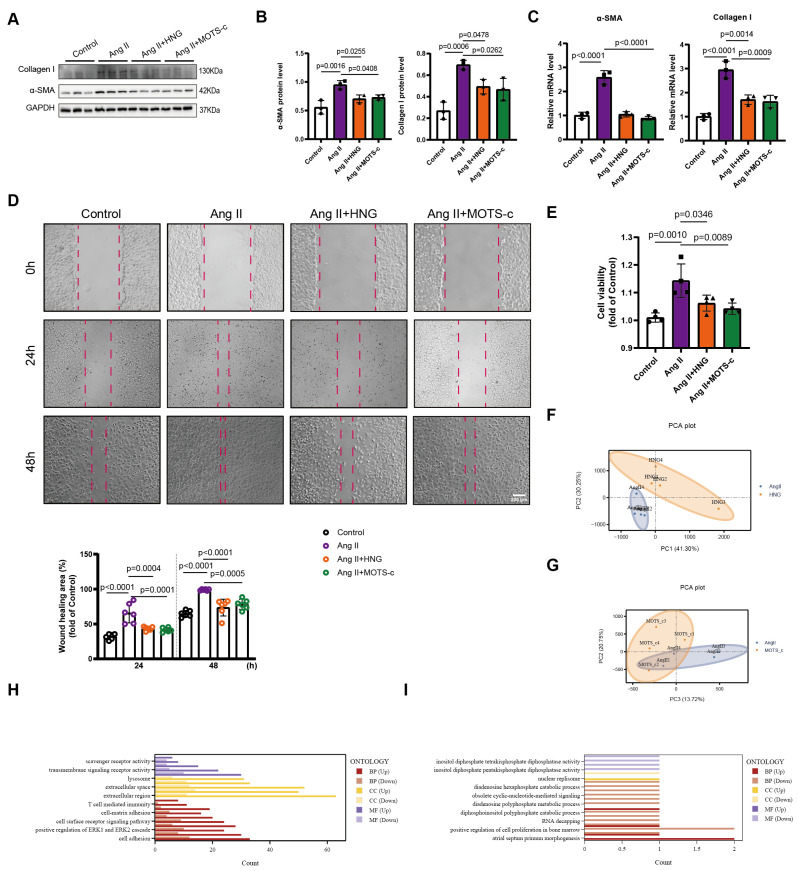
**HNG and MOTS-c inhibit AngII-induced activation, proliferation, and migration of primary cardiac fibroblasts.** All experiments were performed on primary rat atrial fibroblasts. (**A**–**C**) Representative Western blot (**A**) with quantitative analysis (**B**) and mRNA expression (**C**) of fibroblast activation markers (α-SMA, Col1a1). (**D**) Cell migration assessed by wound healing assay. Representative images at 0 h and 48 h are shown (scale bar, 200 μm), with quantitative analysis of migration rate. (**E**) Cell proliferation assessed by CCK-8 assay. n = 3–6 independent experiments for in vitro. Data points in the graphs represent biological replicates. Data in B to E were analyzed via one-way ANOVA, followed by Tukey’s post hoc analysis. (**F**,**G**) RNA sequencing analysis of primary cardiac fibroblasts. Principal component analysis (PCA) plots of global gene expression profiles for cells treated with AngII versus AngII + HNG (**F**) and AngII versus AngII+MOTS-c (**G**) (n = 4 independent samples per group). (**H**,**I**) Gene Ontology (GO) enrichment analysis of biological processes. Shown are the top enriched terms for differentially expressed genes identified between AngII-treated fibroblasts and the AngII + HNG group (**H**) (filtered by *p* < 0.05), and between AngII-treated fibroblasts and the AngII + MOTS-c group (**I**) (filtered by *p* < 0.05).

## Data Availability

The RNA sequencing data of primary cardiac fibroblasts generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE322635. The data are publicly available at the time of publication. The dataset GSE261363 is obtained from the GEO database (http://www.ncbi.nlm.nih.gov/geo/, accessed on 14 October 2024). Other data supporting the findings of this study are available from the corresponding author upon reasonable request.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/biomedicines14051048/s1, Table S1. Baseline characteristics of the study population for plasma samples; Table S2. Baseline characteristics of the patients for atrial biopsies; Table S3. Primer sequences used in this study; Figure S1. Validation of RNA-seq-derived differentially expressed genes by qPCR in primary cardiac fibroblasts.

## Abbreviations

The following abbreviations are used in this manuscript:

AF	Atrial fibrillation
α-SMA	Alpha-smooth muscle actin
AngII	Angiotensin II
ANOVA	Analysis of variance
CAD	Coronary artery disease
CCK-8	Cell Counting Kit-8
Col1a1	Collagen type I alpha 1 chain
DAPI	4′,6-diamidino-2-phenylindole
DEGs	Differentially expressed genes
DHE	Dihydroethidium
DMEM	Dulbecco’s Modified Eagle Medium
DNA	Deoxyribonucleic acid
Drp1	Dynamin-related protein 1
ECG	Electrocardiogram
ELISA	Enzyme-linked immunosorbent assay
EPL	Eplerenone
FBS	Fetal bovine serum
Fis1	Mitochondrial fission protein 1
GEO	Gene Expression Omnibus
GO	Gene Ontology
HNG	Gly14-Humanin (Humanin analogue)
HN	Humanin
IF	Immunofluorescence
IHC	Immunohistochemistry
IL-1β	Interleukin-1 beta
IL-6	Interleukin-6
MDPs	Mitochondrial-derived peptides
MI	Myocardial infarction
MOTS-c	Mitochondrial open reading frame of the 12S rRNA-c
MRB	Mineralocorticoid receptor blocker
mRNA	Messenger RNA
MTRNR2L	MT-RNR2-like (nuclear humanin genes)
NRAMs	Neonatal rat atrial myocytes
NT-proBNP	N-terminal pro-brain natriuretic peptide
ox-LDL	Oxidized low-density lipoprotein
PAGE	Polyacrylamide gel electrophoresis
PBS	Phosphate-buffered saline
PCA	Principal component analysis
PCR	Polymerase chain reaction
PVDF	Polyvinylidene difluoride
qPCR	Quantitative polymerase chain reaction
RAAS	Renin–angiotensin–aldosterone system
RIPA	Radioimmunoprecipitation assay
RNA	Ribonucleic acid
ROS	Reactive oxygen species
SD	Standard deviation
SDS	Sodium dodecyl sulfate
SOD	Superoxide dismutase
SR	Sinus rhythm
TAC	Transverse aortic constriction
WGA	Wheat germ agglutinin

## References

[1] Marek-Iannucci S., Ozdemir A.B., Moreira D., Gomez A.C., Lane M., Porritt R.A., Lee Y., Shimada K., Abe M., Stotland A. (2021). Autophagy-mitophagy induction attenuates cardiovascular inflammation in a murine model of Kawasaki disease vasculitis. JCI Insight.

[2] Andrade J., Khairy P., Dobrev D., Nattel S. (2014). The clinical profile and pathophysiology of atrial fibrillation: Relationships among clinical features, epidemiology, and mechanisms. Circ. Res..

[3] Dzeshka M.S., Lip G.Y., Snezhitskiy V., Shantsila E. (2015). Cardiac Fibrosis in Patients with Atrial Fibrillation: Mechanisms and Clinical Implications. J. Am. Coll. Cardiol..

[4] Van Gelder I.C., Rienstra M., Bunting K.V., Casado-Arroyo R., Caso V., Crijns H., De Potter T.J.R., Dwight J., Guasti L., Hanke T. (2024). 2024 ESC Guidelines for the management of atrial fibrillation developed in collaboration with the European Association for Cardio-Thoracic Surgery (EACTS). Eur. Heart J..

[5] de Groot N.M., Houben R.P., Smeets J.L., Boersma E., Schotten U., Schalij M.J., Crijns H., Allessie M.A. (2010). Electropathological substrate of longstanding persistent atrial fibrillation in patients with structural heart disease: Epicardial breakthrough. Circulation.

[6] Krishnan A., Chilton E., Raman J., Saxena P., McFarlane C., Trollope A.F., Kinobe R., Chilton L. (2021). Are Interactions Between Epicardial Adipose Tissue, Cardiac Fibroblasts and Cardiac Myocytes Instrumental in Atrial Fibrosis and Atrial Fibrillation?. Cells.

[7] Zhu P., Li H., Zhang A., Li Z., Zhang Y., Ren M., Zhang Y., Hou Y. (2022). MicroRNAs sequencing of plasma exosomes derived from patients with atrial fibrillation: miR-124-3p promotes cardiac fibroblast activation and proliferation by regulating AXIN1. J. Physiol. Biochem..

[8] Karakasis P., Theofilis P., Vlachakis P.K., Korantzopoulos P., Patoulias D., Antoniadis A.P., Fragakis N. (2024). Atrial Fibrosis in Atrial Fibrillation: Mechanistic Insights, Diagnostic Challenges, and Emerging Therapeutic Targets. Int. J. Mol. Sci..

[9] Chen C., Chen P., Yu W., Zhao L., Yang Y., Qu H., Fu C., Shi D., Guo M. (2025). TGF-β-Driven Atrial Fibrosis in Atrial Fibrillation: From Mechanistic Insights to Targeted Therapies. Aging Dis..

[10] Anné W., Willems R., Holemans P., Beckers F., Roskams T., Lenaerts I., Ector H., Heidbüchel H. (2007). Self-terminating AF depends on electrical remodeling while persistent AF depends on additional structural changes in a rapid atrially paced sheep model. J. Mol. Cell. Cardiol..

[11] Ehrlich J.R., Hohnloser S.H., Nattel S. (2006). Role of angiotensin system and effects of its inhibition in atrial fibrillation: Clinical and experimental evidence. Eur. Heart J..

[12] Swedberg K., Zannad F., McMurray J.J., Krum H., van Veldhuisen D.J., Shi H., Vincent J., Pitt B. (2012). Eplerenone and atrial fibrillation in mild systolic heart failure: Results from the EMPHASIS-HF (Eplerenone in Mild Patients Hospitalization and SurvIval Study in Heart Failure) study. J. Am. Coll. Cardiol..

[13] Takemoto Y., Ramirez R.J., Kaur K., Salvador-Montañés O., Ponce-Balbuena D., Ramos-Mondragón R., Ennis S.R., Guerrero-Serna G., Berenfeld O., Jalife J. (2017). Eplerenone Reduces Atrial Fibrillation Burden Without Preventing Atrial Electrical Remodeling. J. Am. Coll. Cardiol..

[14] Murphy E., Ardehali H., Balaban R.S., DiLisa F., Dorn G.W., Kitsis R.N., Otsu K., Ping P., Rizzuto R., Sack M.N. (2016). Mitochondrial Function, Biology, and Role in Disease: A Scientific Statement from the American Heart Association. Circ. Res..

[15] Bukowska A., Schild L., Keilhoff G., Hirte D., Neumann M., Gardemann A., Neumann K.H., Röhl F.W., Huth C., Goette A. (2008). Mitochondrial dysfunction and redox signaling in atrial tachyarrhythmia. Exp. Biol. Med..

[16] Lin P.H., Lee S.H., Su C.P., Wei Y.H. (2003). Oxidative damage to mitochondrial DNA in atrial muscle of patients with atrial fibrillation. Free Radic. Biol. Med..

[17] Menezes Júnior A.D.S., França E.S.A.L.G., Oliveira J.M., Silva D.M.D. (2023). Developing Pharmacological Therapies for Atrial Fibrillation Targeting Mitochondrial Dysfunction and Oxidative Stress: A Scoping Review. Int. J. Mol. Sci..

[18] Xie W., Santulli G., Reiken S.R., Yuan Q., Osborne B.W., Chen B.X., Marks A.R. (2015). Mitochondrial oxidative stress promotes atrial fibrillation. Sci. Rep..

[19] Hashimoto Y., Niikura T., Tajima H., Yasukawa T., Sudo H., Ito Y., Kita Y., Kawasumi M., Kouyama K., Doyu M. (2001). A rescue factor abolishing neuronal cell death by a wide spectrum of familial Alzheimer’s disease genes and Abeta. Proc. Natl. Acad. Sci. USA.

[20] Lee C., Zeng J., Drew B.G., Sallam T., Martin-Montalvo A., Wan J., Kim S.J., Mehta H., Hevener A.L., de Cabo R. (2015). The mitochondrial-derived peptide MOTS-c promotes metabolic homeostasis and reduces obesity and insulin resistance. Cell Metab..

[21] Bodzioch M., Lapicka-Bodzioch K., Zapala B., Kamysz W., Kiec-Wilk B., Dembinska-Kiec A. (2009). Evidence for potential functionality of nuclearly-encoded humanin isoforms. Genomics.

[22] Bachar A.R., Scheffer L., Schroeder A.S., Nakamura H.K., Cobb L.J., Oh Y.K., Lerman L.O., Pagano R.E., Cohen P., Lerman A. (2010). Humanin is expressed in human vascular walls and has a cytoprotective effect against oxidized LDL-induced oxidative stress. Cardiovasc. Res..

[23] Qin Q., Mehta H., Yen K., Navarrete G., Brandhorst S., Wan J., Delrio S., Zhang X., Lerman L.O., Cohen P. (2018). Chronic treatment with the mitochondrial peptide humanin prevents age-related myocardial fibrosis in mice. Am. J. Physiol. Heart Circ. Physiol..

[24] Peng T., Wan W., Wang J., Liu Y., Fu Z., Ma X., Li J., Sun G., Ji Y., Lu J. (2018). The Neurovascular Protective Effect of S14G-Humanin in a Murine MCAO Model and Brain Endothelial Cells. IUBMB Life.

[25] Zhong P., Peng J., Hu Y., Zhang J., Shen C. (2022). Mitochondrial derived peptide MOTS-c prevents the development of heart failure under pressure overload conditions in mice. J. Cell. Mol. Med..

[26] Yuan J., Wang M., Pan Y., Liang M., Fu Y., Duan Y., Tang M., Laher I., Li S. (2021). The mitochondrial signaling peptide MOTS-c improves myocardial performance during exercise training in rats. Sci. Rep..

[27] Lu P., Li X., Li B., Li X., Wang C., Liu Z., Ji Y., Wang X., Wen Z., Fan J. (2023). The mitochondrial-derived peptide MOTS-c suppresses ferroptosis and alleviates acute lung injury induced by myocardial ischemia reperfusion via PPARγ signaling pathway. Eur. J. Pharmacol..

[28] Kavak A.G., Karslioglu I., Saracaloglu A., Demiryürek S., Demiryürek A.T. (2024). Impact of Radiation Therapy on Serum Humanin and MOTS-c Levels in Patients with Lung or Breast Cancer. Curr. Radiopharm..

[29] Li J., Wang S., Zhang Y.L., Bai J., Lin Q.Y., Liu R.S., Yu X.H., Li H.H. (2019). Immunoproteasome Subunit β5i Promotes Ang II (Angiotensin II)-Induced Atrial Fibrillation by Targeting ATRAP (Ang II Type I Receptor-Associated Protein) Degradation in Mice. Hypertension.

[30] Jiang J., Chang X., Nie Y., Xu L., Yang L., Peng Y., Chang M. (2023). Orally administered MOTS-c analogue ameliorates dextran sulfate sodium-induced colitis by inhibiting inflammation and apoptosis. Eur. J. Pharmacol..

[31] Gudiksen A., Hansen C.C., van der Stede T., Daugaard A.H., Schmidt J.H., Ringholm S., Merimi M., Al-Obaidi F.R., Kristoffersen A.T., Zole E. (2026). MOTS-c improves intrinsic muscle mitochondrial bioenergetic health and efficiency in a PGC-1α/AMPK-dependent manner. Free Radic. Biol. Med..

[32] Li D.S., Xue G.L., Yang J.M., Li C.Z., Zhang R.X., Tian T., Li Z., Shen K.W., Guo Y., Liu X.N. (2022). Knockout of interleukin-17A diminishes ventricular arrhythmia susceptibility in diabetic mice via inhibiting NF-κB-mediated electrical remodeling. Acta Pharmacol. Sin..

[33] Han W., Du C., Zhu Y., Ran L., Wang Y., Xiong J., Wu Y., Lan Q., Wang Y., Wang L. (2022). Targeting Myocardial Mitochondria-STING-Polyamine Axis Prevents Cardiac Hypertrophy in Chronic Kidney Disease. JACC Basic. Transl. Sci..

[34] Schrickel J.W., Bielik H., Yang A., Schimpf R., Shlevkov N., Burkhardt D., Meyer R., Grohé C., Fink K., Tiemann K. (2002). Induction of atrial fibrillation in mice by rapid transesophageal atrial pacing. Basic Res. Cardiol..

[35] Murphy M.B., Kim K., Kannankeril P.J., Subati T., Van Amburg J.C., Barnett J.V., Murray K.T. (2022). Optimizing transesophageal atrial pacing in mice to detect atrial fibrillation. Am. J. Physiol. Heart Circ. Physiol..

[36] Davis S., Meltzer P.S. (2007). GEOquery: A bridge between the Gene Expression Omnibus (GEO) and BioConductor. Bioinformatics.

[37] Ritchie M.E., Phipson B., Wu D., Hu Y., Law C.W., Shi W., Smyth G.K. (2015). Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[38] Hao D., Yang X., Li Z., Xie B., Feng Y., Liu G., Ren X. (2025). Screening core genes for minimal change disease based on bioinformatics and machine learning approaches. Int. Urol. Nephrol..

[39] Chin Y.P., Keni J., Wan J., Mehta H., Anene F., Jia Y., Lue Y.H., Swerdloff R., Cobb L.J., Wang C. (2013). Pharmacokinetics and tissue distribution of humanin and its analogues in male rodents. Endocrinology.

[40] Wang W., Li E., Zou J., Qu C., Ayala J., Wen Y., Islam M.S., Weintraub N.L., Fulton D.J., Liang Q. (2024). The Ubiquitin Ligase RBX2/SAG Regulates Mitochondrial Ubiquitination and Mitophagy. Circ. Res..

[41] Zahid M.A., Abdelsalam S.S., Raïq H., Parray A., Korashy H.M., Zeidan A., Elrayess M.A., Agouni A. (2023). Sestrin2 as a Protective Shield against Cardiovascular Disease. Int. J. Mol. Sci..

[42] Cai H., Cao P., Sun W., Shao W., Li R., Wang L., Zou L., Forno E., Muzumdar R., Gong Z. (2022). Circulating humanin is lower in coronary artery disease and is a prognostic biomarker for major cardiac events in humans. Biochim. Biophys. Acta Gen. Subj..

[43] Conte M., Ostan R., Fabbri C., Santoro A., Guidarelli G., Vitale G., Mari D., Sevini F., Capri M., Sandri M. (2019). Human Aging and Longevity Are Characterized by High Levels of Mitokines. J. Gerontol. A Biol. Sci. Med. Sci..

[44] Liu C., Gidlund E.K., Witasp A., Qureshi A.R., Söderberg M., Thorell A., Nader G.A., Barany P., Stenvinkel P., von Walden F. (2019). Reduced skeletal muscle expression of mitochondrial-derived peptides humanin and MOTS-C and Nrf2 in chronic kidney disease. Am. J. Physiol. Ren. Physiol..

[45] Qin Q., Delrio S., Wan J., Jay Widmer R., Cohen P., Lerman L.O., Lerman A. (2018). Downregulation of circulating MOTS-c levels in patients with coronary endothelial dysfunction. Int. J. Cardiol..

[46] Yaşar E., Çakmak T., Bayramoğlu A., Karakuş Y., Tekin S., Şekerci G., Türkoğlu C. (2022). MOTS-c as a predictor of coronary lesions and complexity in patients with stable coronary artery disease. Eur. Rev. Med. Pharmacol. Sci..

[47] Woodhead J.S.T., D’Souza R.F., Hedges C.P., Wan J., Berridge M.V., Cameron-Smith D., Cohen P., Hickey A.J.R., Mitchell C.J., Merry T.L. (2020). High-intensity interval exercise increases humanin, a mitochondrial encoded peptide, in the plasma and muscle of men. J. Appl. Physiol. (1985).

[48] Reynolds J.C., Lai R.W., Woodhead J.S.T., Joly J.H., Mitchell C.J., Cameron-Smith D., Lu R., Cohen P., Graham N.A., Benayoun B.A. (2021). MOTS-c is an exercise-induced mitochondrial-encoded regulator of age-dependent physical decline and muscle homeostasis. Nat. Commun..

[49] Li Z., Wang T., Fu Y., Chen F., Li S. (2026). Aerobic exercise and MOTS-c attenuate diabetic myocardial fibrosis via inhibition of the THBS1/TGF-β signaling pathway. Front. Endocrinol..

[50] Tilokani L., Nagashima S., Paupe V., Prudent J. (2018). Mitochondrial dynamics: Overview of molecular mechanisms. Essays Biochem..

[51] Quiles J.M., Gustafsson Å.B. (2022). The role of mitochondrial fission in cardiovascular health and disease. Nat. Rev. Cardiol..

[52] Li Y., Liu X., Lin R., Peng X., Wang X., Meng F., Jin S., Lv W., Liu X., Du Z. (2024). Ibrutinib Promotes Atrial Fibrillation by Disrupting A-Kinase Anchoring Protein 1-Mediated Mitochondrial Quality Surveillance in Cardiomyocytes. Research.

[53] Harada M., Nattel S. (2021). Implications of Inflammation and Fibrosis in Atrial Fibrillation Pathophysiology. Card. Electrophysiol. Clin..

[54] Schotten U., Goette A., Verheule S. (2025). Translation of pathophysiological mechanisms of atrial fibrosis into new diagnostic and therapeutic approaches. Nat. Rev. Cardiol..

# Supplementary material for: Humanin and MOTS-c Attenuate Atrial Fibrillation by Suppressing Fibrosis and Mitochondrial Dysfunction
**Source:** Biomedicines. 2026 May 5;14(5):1048. doi: 10.3390/biomedicines14051048
**Supplement:** Supplementary file 1

## Supplemental materials

### Humanin and MOTS-c Attenuate Atrial Fibrillation by Suppressing Fibrosis and Mitochondrial Dysfunction

#### Supplemental Tables

**Table S1 Baseline characteristics of the study population for plasma samples.**

|                                       | SR (n=39)       | AF (n=39)       | P value |
|---------------------------------------|-----------------|-----------------|---------|
| Age (years) (Mean ± SD)               | 74.15 ± 6.36    | 73.41 ± 5.45    | 0.581   |
| Male gender, n (%)                    | 24 (61.5)       | 21 (53.8)       | 0.647   |
| EF (%) (Mean ± SD)                    | 59.28 ± 3.68    | 57.97 ± 5.62    | 0.237   |
| Diabetes, n (%)                       | 11 (28.2)       | 14 (35.9)       | 0.811   |
| Hypertension, n (%)                   | 27 (69.2)       | 27 (69.2)       | 1.000   |
| NT-proBNP (pg/ml) (Mean ± SD)         | 118.69 ± 92.71  | 969.41 ± 580.25 | <0.001  |
| Humanin (pg/ml) (Mean ± SD)           | 60.37 ± 31.78   | 77.11 ± 37.92   | 0.038   |
| MOTS-c (pg/ml) (Mean ± SD)            | 188.85 ± 125.69 | 93.72 ± 38.65   | <0.001  |
| BMI (kg·m <sup>-2</sup> ) (Mean ± SD) | 25.21 ± 3.60    | 25.66 ± 2.91    | 0.639   |
| Waist hip rate (Mean ± SD)            | 0.91 ± 0.08     | 0.92 ± 0.06     | 0.876   |
| Smoking history, n (%)                | 9 (23.1)        | 3 (7.7)         | 0.117   |
| Drinking history, n (%)               | 4 (10.3)        | 3 (7.7)         | 1.000   |
| Scr (umol/L) (Mean ± SD)              | 73.89 ± 18.01   | 73.84 ± 19.66   | 0.990   |
| Medications                           |                 |                 |         |
| RAAS inhibitors, n (%)                | 15 (38.5)       | 15 (38.5)       | 1.000   |
| β-blockers, n (%)                     | 2 (5.1)         | 16 (41.0)       | <0.001  |
| Statins, n (%)                        | 4 (10.3)        | 8 (20.5)        | 0.347   |
| Anticoagulants, n (%)                 | 0 (0.00)        | 16 (41.03)      | <0.001  |

SR, sinus rate; AF, atrial fibrillation; EF, ejection fraction; BMI, body mass index; Scr, serum creatinine; RAAS, Renin-angiotensin-aldosterone system.

**Table S2 Baseline characteristics of the patients for atrial biopsies.**

|                                | SR (n=6)      | AF (n=7)     | P value |
|--------------------------------|---------------|--------------|---------|
| Age (years) (Mean ± SD)        | 60.00 ± 16.12 | 68.00 ± 7.67 | 0.306   |
| Male gender, n (%)             | 5 (83.33)     | 4 (57.14)    | 0.559   |
| <b>The type of AF</b>          |               |              |         |
| Persistent atrial fibrillation | 0/6           | 4/7          |         |
| Paroxysmal atrial fibrillation | 0/6           | 3/7          |         |

SR, sinus rate; AF, atrial fibrillation.

**Table S3 Primer sequences used in this study.**

| Species | Target genes   | Forward primers (5'-3') | Reverse primers (5'-3')      |
|---------|----------------|-------------------------|------------------------------|
| Rat     | $\alpha$ -SMA  | CCACTGCTGCTTCCTCTTCTTC  | TGCCCGCCGACTCCATTC           |
|         | Col1a1         | TGTTGGTCCTGCTGGCAAGAATG | GTCACCTTGTTGCGCTGTCTCAC      |
|         | $\beta$ -Actin | TGCTATGTTGCCCTAGACTTCG  | GTTGGCATAGAGGTCTTTACGG       |
|         | Prelp          | ATTCGCAAGGTGGACCAGAG    | ATCTGGGTCCCATTGATCTTCTC      |
|         | Sox10          | CACGCAGAAAGTTAGCCGAC    | TCTCGTTCAGCAACCTCCAGA        |
|         | Gpld1          | TTCGGCTGGTGATTTTGGAGG   | CTAGCATCTCCCCGTGCATT         |
|         | Map3k15        | GCGAAAGTTTCGCAGGGGG     | GTCCACAATGGCAACATCTGC        |
|         | Ackr4          | AGTCTTCCTGCCTGCCTTCTTC  | ACACATCGGTCTTGGTCTCTG        |
|         | Cx3cr1         | CGCAACTCGGAGGTCAACATC   | AAGACAACAACCACCAAGAGGAT<br>G |
|         | Hspa1l         | ACCGTGCCAGCCTATTTCAATG  | TGCCGCTCTCCGTGACTTC          |
|         | Nudt11         | AGCAGAACCAGGACCGCAAG    | GGCATCTTCGATCTTGAACCACTC     |
| Mouse   | Nppa           | GCTTCCAGGCCATATTGGAG    | GGGGGCATGACCTCATCTT          |
|         | Nppb           | GAGGTCACTCCTATCCTCTGG   | GCCATTTCTCCGACTTTTCTC        |
|         | Acta1          | AATGAGCGTTTCCGTTGC      | ATCCCCGCAGACTCCATAC          |
|         | Myh7           | CGCATCAAGGAGCTCACC      | CTGCAGCCGAGTAGGTT            |
|         | Sesn2          | GAGTGCCATTCCGAGATCAAG   | TAGTCCGGGTGTAGACCCATC        |
|         | Drp1           | TAAGCCCTGAGCCAATCCATC   | CATTCCCGGTAAATCCACAAGT       |
|         | Fis1           | AGGCTCTAAAGTATGTGCGAGG  | GGCCTTATCAATCAGGCGTTC        |
|         | IL-1 $\beta$   | ACCTGCTGGTGTGTGACGTT    | TCGTTGCTTGTTCTCCTTG          |
|         | IL-6           | GCCTTCTTGGGACTGATGCT    | TCTGTGACTCCAGCTTATCTCTTG     |
|         | $\beta$ -Actin | ACCTTCTACAATGAGCTGCG    | CTGGATGGCTACGTACATGG         |

**Supplemental Figure**

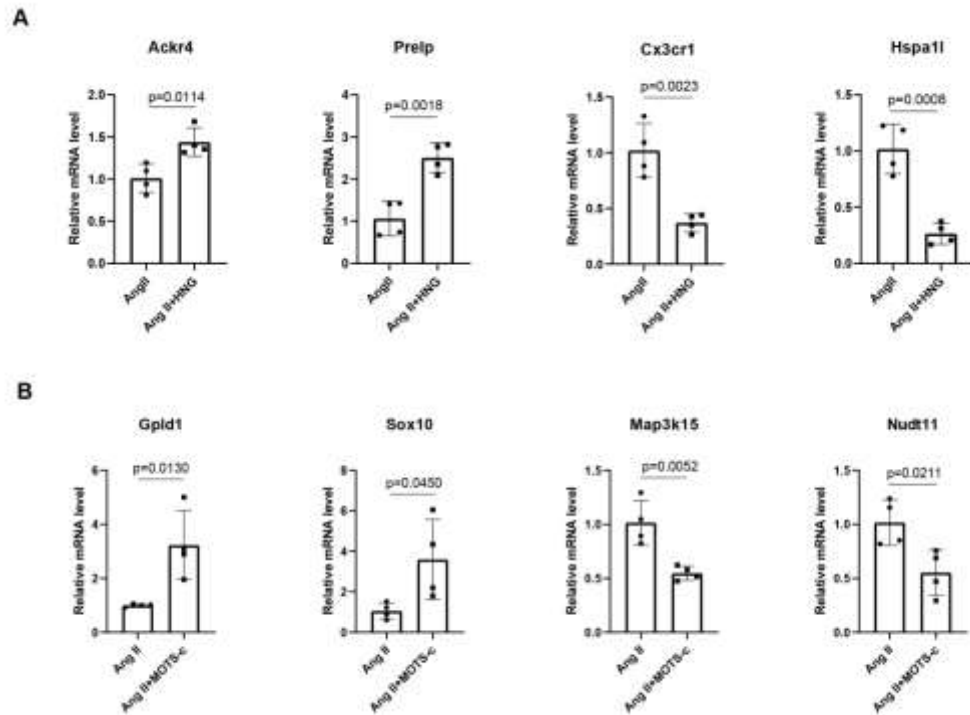

**Figure s1. Validation of RNA-seq-derived differentially expressed genes by qPCR in primary cardiac fibroblasts.** (A) qPCR validation of two upregulated genes (Ackr4, Prelp) and two downregulated genes (Cx3cr1, Hspa1l) identified from the AngII vs. AngII+HNG comparison. (B) qPCR validation of two upregulated genes (Gpld1, Sox10) and two downregulated genes (Map3k15, Nudt11) identified from the AngII vs. AngII+MOTS-c comparison. Data in A, B were analyzed via the Student t tests. n = 4 independent biological replicates per group. The qPCR results confirm the direction of change for the selected DEGs, supporting the reliability of the RNA-seq findings.

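The qPCR used other fibroblast samples, which were not analysed here. In the RNA-seq libraries Ackr4, a decoy receptor for chemokines, rose from 6.29 ± 0.219 CPM with AngII to 10.1 ± 2.18 CPM with AngII+HNG (SD, n = 4 per group, log2 fold change 0.68, standard error 0.13, edgeR, adjusted p = 0.0103). Prelp, which encodes a matrix protein rich in leucine repeats, rose from 75.1 ± 3.47 to 114.6 ± 2.99 CPM (SD, n = 4 per group, log2 fold change 0.61, standard error 0.043, edgeR, adjusted p = 9.6e-06). Cx3cr1, a chemokine receptor that is also a macrophage marker, fell from 1.63 ± 0.266 to 0.669 ± 0.173 CPM (SD, n = 4 per group, log2 fold change -1.27, standard error 0.22, edgeR, adjusted p = 0.00519). Its counts in these libraries were between 14 and 71. Hspa1l, a heat shock protein gene, fell from 1.90 ± 0.197 to 1.12 ± 0.289 CPM (SD, n = 4 per group, log2 fold change -0.75, standard error 0.20, edgeR, adjusted p = 0.0422). For each of the 4 genes the libraries of the groups did not overlap, for which an exact permutation test gives two-sided p = 0.0286. The adjusted p-values of Ackr4, Prelp and Cx3cr1 stayed below 0.05 in all 14 alternatives, with largest values of 0.0425, 6.1e-04 and 0.0240, whereas that of Hspa1l ranged from 0.0161 to 0.133 and was above 0.05 in 8 of 14. Hspa1l has close relatives, and whether the authors' counting divided reads between them was not tested, which leaves its count uncertain in that respect. The log2 fold change of its relative Hspa1b was -0.33 (standard error 0.096, edgeR, adjusted p = 0.0612).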

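In the RNA-seq libraries none of the 4 genes chosen for MOTS-c had an adjusted p-value below 0.05, while all 4 had an unadjusted p below 0.05 and changed in the direction given in Figure S1. Gpld1, which encodes a phospholipase that releases anchored membrane proteins, went from 0.979 ± 0.241 CPM with AngII to 2.18 ± 0.968 CPM with AngII+MOTS-c (SD, n = 4 per group, log2 fold change 1.16, standard error 0.33). It was above all AngII libraries in 3 of 4 AngII+MOTS-c libraries and at 0.736 CPM in replicate 3 (two-sided exact permutation test, p = 0.143). Sox10, a transcription factor of neural crest cells, went from 0.851 ± 0.199 to 1.33 ± 0.468 CPM (SD, n = 4 per group, log2 fold change 0.62, standard error 0.28), and the groups overlapped (two-sided exact permutation test, p = 0.143). Map3k15, a protein kinase gene, went from 2.21 ± 1.57 to 0.869 ± 0.162 CPM (SD, n = 4 per group, log2 fold change -1.35, standard error 0.45). The AngII libraries themselves ranged from 0.685 to 3.60 CPM for this gene, which overlapped the AngII+MOTS-c libraries (two-sided exact permutation test, p = 0.257). Nudt11, which encodes a diphosphoinositol polyphosphate phosphohydrolase, went from 1.53 ± 0.238 to 0.966 ± 0.106 CPM (SD, n = 4 per group, log2 fold change -0.66, standard error 0.19) without overlap of the groups (two-sided exact permutation test, p = 0.0286). The adjusted p-value of each of the 4 genes was 0.924 in edgeR's quasi-likelihood test, and over the 14 alternatives the smallest adjusted p was 0.0953 for Gpld1, 0.741 for Sox10, 0.474 for Map3k15 and 0.579 for Nudt11.

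**Figure D3:**
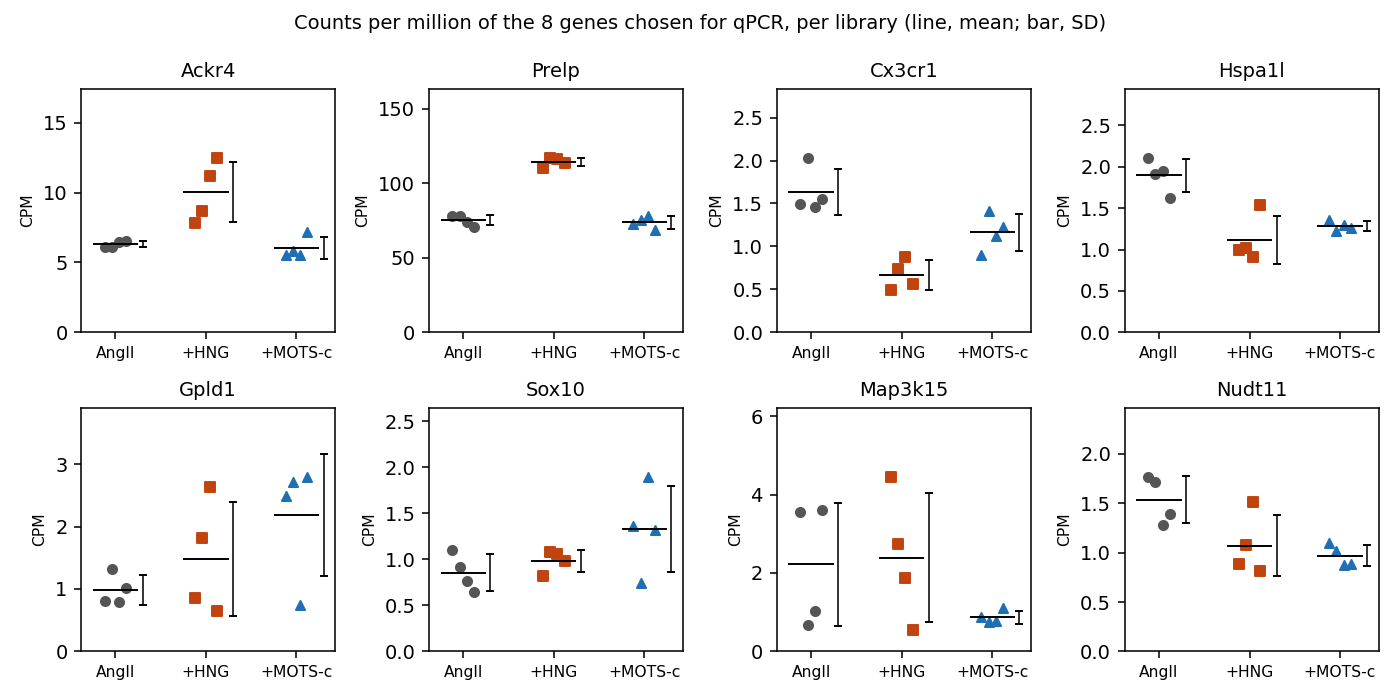
RNA-seq expression (CPM, y axis) of the 8 genes chosen for qPCR in the AngII, AngII+HNG and AngII+MOTS-c libraries, where each symbol is 1 library, the horizontal line is the mean and the bar is the SD (n = 4 per group). Prelp has a mean of 114.6 ± 2.99 CPM in the AngII+HNG libraries, while Map3k15 in the AngII libraries spreads from 0.685 to 3.60 CPM.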

How the deposited data were processed for this re-analysis (not part of the article)

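Primary rat atrial fibroblasts treated for 48 h with AngII, AngII+HNG or AngII+MOTS-c were sequenced, with 4 libraries per treatment and 12 in all. The treatment and replicate number of each library were taken from the sample titles, and the doses and times from the methods of the paper. The authors prepared mRNA libraries, sequenced paired-end reads on a DNBSEQ platform and deposited a table of whole-number read counts per gene without normalization. The authors also deposited FPKM values of the same genes and libraries, in which the count is divided by gene length and library total. The tables list 22850 features, of which 22530 carry the identifier of an annotated gene and 320 do not, among them names of transcripts assembled from the reads. A total of 4465 features had 0 counts in all libraries. The aligner, the counting tool, the use of strand and the genome build are not named in the paper's text, so no coordinates are given. The symbols of 81.6% of the features were found in the RefSeq table used here, which served only to match older gene names.

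Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were scaled by TMM, and each comparison was fitted on its own 8 libraries with the quasi-likelihood functions glmQLFit and glmQLFTest, with Benjamini-Hochberg adjustment and a threshold of 0.05 and no limit on the fold change. Values called log2 CPM were computed with a prior count of 2. Standard errors of log2 fold changes were derived from the F statistic. The separation of groups was measured as the share of summed squared distances lying between the groups, with an exact permutation test. Gene lists, 13 for themes of the paper, 6 for cell types and 1 for sex, were written by hand before the data were examined, because Gene Ontology annotation was not used here. They were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01. The enrichment of Figure 6H and Figure 6I was therefore not repeated. The themes of these figures came from the same libraries, so the list tests are no independent support for them. Other lists, of LXR and SREBP2 target genes, and the tests of all lists between HNG and MOTS-c were chosen after the data were seen.

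The genes named in the text were chosen by a rule fixed before the data were examined. It comprises the 8 genes of Figure S1, Acta2 and Col1a1, and in each comparison with AngII the 5 genes with the largest changes in each direction among those with an adjusted p-value below 0.05, a mean of at least 1 CPM and no overlap between the groups. Genes without a symbol were passed over, and placeholder names beginning with LOC were treated as no symbol, which passed over 1 gene that would otherwise have been listed for HNG. Hspa1b, Actb, ATP8, Rpl13a, Rplp1, Cnn1, Eif1, Gmpr2, Tmem18, LOC100360508, the assembled transcripts and the male genes were named after their values were seen.

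The depth of 27960586 to 38322354 counts per library sets a floor of 3 counts, and genes near 1 CPM, which include most of the genes chosen for qPCR, rest on low counts in each library. The computation was tested on simulated counts drawn from the means, library sizes and dispersions of the real libraries with 200 changed genes. At the spread of the HNG comparison 78% of changes of 1.5-fold were recovered among 14421 genes, and at the spread of the MOTS-c comparison 71% among 14382 genes. False calls made up 4.05% to 9.6% of all calls in these runs, and 0 genes were called when no gene was changed. A list of 50 genes shifted by 0.1 on the log2 scale was detected in both comparisons, and 2 and 1 of 100 unshifted lists had p below 0.05. The simulated genes were drawn independently of each other, so these runs do not test camera on correlated genes. In the real libraries, divisions other than the real one gave a median of 4.5 to 5 and at most 11 of 20 lists with an adjusted p-value below 0.05.

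The replicate numbers of the titles were shared by the 3 treatments. The paper's text does not say whether libraries with the same number came from one cell preparation, so fits with and without the replicate number as a block were made. Alternatives were DESeq2 1.42.0, the RLE size factors, no filter on low counts, a minimum of 10 counts in every library, all 12 libraries in one fit, blocks by replicate number or by the number in the library name, the sum of the replicates 2 and 3, robust estimation in edgeR, limma on log2 of FPKM plus 1 or plus 0.1, limits of 2-fold, and the omission of each library in turn. For the separation, FPKM on the linear scale, the 500 genes with the largest variance and scaling of each gene were tried. Gene length was computed from the ratio of counts to FPKM and its effect was removed with a loess curve of span 0.5. The qPCR values of Figure S1 and the other experiments of the paper were not analysed here.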

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

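Each group of 4 libraries was searched for a library far from the other ones, judged by whether its gap to the nearest library divided by the range of the group exceeded Dixon's critical value. A total of 116 groups were examined and 9 such libraries were found, where 5.8 would be expected by chance, so single cases carry little weight. The batch of the replicates numbered 4, the relation of the lysosome to the macrophage score and the counts of the assembled transcripts were tested only after these results were seen.

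AngII replicate 4 had the highest mean log2 CPM of the immune response genes (gap 0.893 of the range) and of the lysosomal genes (0.834). It stood at 2.04 for the immune response genes, against 1.93 for the next library, and at 6.35 against 6.25 for the lysosomal genes. A technical explanation is a batch shared by the replicates numbered 4. With the treatment in the model, 262 genes differed between the number 4 and the other replicates, against 1, 0 and 0 genes for the numbers 1, 2 and 3, where 566, 714 and 1582 genes had an unadjusted p below 0.05. The deviations of the libraries numbered 4 had a mean correlation of 0.166, against 0.0126, 0.0349 and 0.0612 for the other numbers. These values are consistent with a shared batch in replicate 4, which the design spreads over all 3 treatments. AngII replicate 4 also had the highest score of 14 macrophage markers in its group (3.69, against 3.54 to 3.58). On the full list of macrophage markers AngII replicate 3 was the highest instead (3.24, against 3.16 for the next library). In the 8 libraries without HNG the lysosome score rose with the macrophage score within treatments (Pearson's r 0.951, exact permutation p = 0.00124, Spearman's rho 0.905, exact permutation p = 0.00456, and r 0.870 without the libraries numbered 4). A larger share of macrophages may contribute to the position of AngII replicate 4, although the full list did not place it highest. Such a share was not separated from the batch.

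AngII+HNG replicate 3 stood apart on the first component of FPKM on the linear scale in the HNG comparison (gap 0.874 of the range), at 1846 against 138.0 for the next AngII+HNG library. The genes with the largest weights on this component were Actb, ATP8, Rpl13a, Col1a1 and Rplp1, all but Col1a1 named after their values were seen. The same library was lowest in the mean log2 CPM of integrins and matrix adhesion genes (0.843), and it differed from the other AngII+HNG libraries by 14.3 to 19.4 times the sampling noise per gene. Its levels relative to the mean of the 12 libraries fell with gene length, with a Spearman's rho of -0.371 across genes, against -0.166 to 0.180 in the other 11 libraries. Because these correlations were seen before any limit for them had been set, gene length was not tested as an explanation for this library. No biological explanation was tested.

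The remaining libraries concern genes at low counts and 1 gene list. Cx3cr1 was highest in AngII replicate 2 (gap 0.844 of the range), Gask1a was lowest in AngII+HNG replicate 1 (0.840), Sgip1 was highest in AngII+HNG replicate 2 (0.917) and Gpld1 was lowest in AngII+MOTS-c replicate 3 (0.855). The macrophage markers were lowest in AngII+MOTS-c replicate 2 (0.838). No technical or biological explanation was tested for these cases.

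Trim15, which the paper does not report, was the 1 gene with an adjusted p-value below 0.05 with MOTS-c, with a log2 fold change of 1.30 and a rise in 4 of 4 libraries (edgeR, adjusted p = 0.0140; 3.0e-06 to 0.221 over the alternatives). Of the 8 ways to divide the 8 libraries that part all same-numbered pairs, 3 gave as many genes, the real one included, and of all 35 ways 15 did. The other 27 ways keep at least 1 pair of same-numbered libraries together. With 8 ways the share cannot fall below 0.125, so these ways could not decide about the call whatever they gave. The divisions counted any gene called and did not compare the p-value of Trim15 with the smallest one of each division. They show only that a count of 1 gene was not unusual among other divisions. In the AngII+HNG libraries Trim15 ranged from 0.634 to 3.12 CPM, a spread that includes the values with AngII and with AngII+MOTS-c.

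An assembled transcript without a gene name had a mean of 6.07 CPM in the AngII libraries and 0 counts in all 4 AngII+HNG libraries. A technical explanation is that reads of one locus were assigned to either of 2 assembled models. The sum of these models varied 1.45-fold over the 12 libraries, from 5.29 to 7.66 CPM, and its log2 fold change with HNG was -0.021 (two-sided exact permutation test, p = 0.914, n = 4 per group). This is consistent with a switch of reads between models and not with a loss of expression. The transcript had 0 counts in 2 of the 4 AngII+MOTS-c libraries as well. Among the 320 features without the identifier of an annotated gene, 40 changed between at most 3 and at least 100 counts within a treatment, against 4 of 22530 annotated genes.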

How the results depend on the processing

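The alternatives were set before the data were examined, apart from the omission of the libraries numbered 4 and the exact permutation test of list means, which were chosen after seeing the data. Of 120 values of 7 summary results, 83 kept their side of the threshold or stayed within 1.5 times the count, 2 were weaker and 35 moved. The cause was not tested for any change given here.

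The number of genes changed by HNG was 869. It was 577 with the replicates 2 and 3 summed, 541 without the libraries numbered 4, 23 with an adjusted p-value and a 2-fold limit, and 59 with an unadjusted p and a 2-fold limit. It ranged from 431 to 932 genes across the 8 fits that each left out one library. With FPKM values and limma, 640 genes (pseudocount 1) and 644 genes (pseudocount 0.1) were called, of which 67.2% and 67.4% were higher, against 56.8% in edgeR. With the replicate number as a block 1111 genes were called, and with DESeq2 1205.

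The number of genes changed by MOTS-c was 1. It was 3 with DESeq2 (Trim15, Cnn1 and Eif1), 2 with the replicate block (Trim15 and LOC100360508), 14 with an unadjusted p and a 2-fold limit, and 0 with all 12 libraries in one fit, with the replicates 2 and 3 summed and without the libraries numbered 4, where 531, 645 and 791 genes had an unadjusted p below 0.05. It ranged from 0 to 3 genes across the 8 fits that each left out one library, with 571 to 913 genes at an unadjusted p below 0.05 where 0 were called, and the 3 genes were Trim15, Gmpr2 and Tmem18. With the block by library number, in which replicate 1 of both groups does not inform the difference, 1 gene was called, Tmem18, and not Trim15. Apart from Trim15 these genes were named after their values were seen. At this sample size 56.5% of simulated changes of 0.32 on the log2 scale and 71% of those of 1.5-fold were recovered.

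The number of genes different between HNG and MOTS-c was 637. It was 1042 with DESeq2, 975 with all 12 libraries in one fit, 1054 with the replicate block, 485 with the block by library number (407 of them among the 637), 430 with the replicates 2 and 3 summed (412 among the 637), 377 without the libraries numbered 4, 19 with an adjusted p-value and a 2-fold limit and 50 with an unadjusted p and a 2-fold limit. It ranged from 322 to 625 genes across the 8 fits that each left out one library. With FPKM values and limma 72.3% and 72.4% of the called genes were higher with HNG, against 59.8% in edgeR.

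The separation of HNG from AngII was 23.0% and ranged from 20.5% to 37.8%. It was 37.8% with the replicate block (exact permutation, p = 0.125) and 28.5% without the libraries numbered 4 (exact permutation, p = 0.1); these p-values are the smallest that the designs allow, so they show neither loss nor stability of the separation. Across the 8 fits that each left out one library it ranged from 23.0% to 25.2%. The separation of MOTS-c from AngII ranged from 11.7% to 23.6%, with exact permutation p between 0.343 and 0.943 in all 14 alternatives.

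With HNG 8 gene lists passed the threshold, and with MOTS-c 5. With the inter-gene correlation estimated from the libraries, 1 list (fibroblast activation) passed with HNG and 0 with MOTS-c. The exact permutation test of list means, unadjusted, passed 8 lists with HNG, of which 5 were among the 8 of camera, and 2 with MOTS-c, of which 1 was among the 5 of camera. With HNG immune response, cholesterol synthesis and macrophage markers passed in camera alone, and scavenger receptors, fatty acid oxidation and Schwann cell and neural crest markers in the exact test alone. Across the fits that each left out one library the lists ranged from 8 to 9 with HNG and from 4 to 9 with MOTS-c. Of 480 list medians, 411 stayed the same, 18 were weaker, 14 were stronger and 37 reversed, and every reversal was in a list that had not passed the threshold.

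With the replicates 2 and 3 summed the medians of glycolysis and cell cycle genes with HNG reversed to -0.0139 and 0.00834, that of cell cycle genes with MOTS-c to 0.00614, and the log2 fold change of Col1a1 with MOTS-c to -0.00787. The other reversals arose when single libraries were left out. With HNG the medians then ranged from -0.0113 to 0.0288 for glycolysis, from -0.00341 to 0.0285 for the tricarboxylic acid cycle, from -0.0147 to 0.0632 for nuclear oxidative phosphorylation, from -0.0137 to 0.0269 for mitochondrial genome mRNAs, from -0.0620 to 0.0284 for cell cycle and from -0.0317 to 0.0439 for epicardial and mesothelial markers. With MOTS-c they ranged from -0.0143 to 0.00338 for integrins and matrix adhesion, from -0.00527 to 0.0386 for lysosome, from -0.0177 to 0.00746 for scavenger receptors, from -0.00605 to 0.0316 for diphosphoinositol polyphosphate phosphohydrolases, from -0.0418 to 0.0105 for mitochondrial genome mRNAs, from -0.00883 to 0.0146 for fatty acid oxidation, from -0.0515 to 0.0229 for cell cycle, from -0.0308 to 0.0409 for macrophage markers, from -0.0654 to 0.0292 for endothelial markers and from -0.150 to 0.000198 for epicardial and mesothelial markers. Col1a1 ranged from -0.0678 to 0.00378 with HNG and from -0.0149 to 0.0125 with MOTS-c.

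Of 308 values of 22 named genes, 279 stayed the same, 24 were weaker (8 each for Hspa1l and Trim15, 4 for Sgip1, 3 for Gpr20 and 1 for Grin3a) and 5 reversed, all in Col1a1. The depth limits the genes near 1 CPM, for which a pseudocount of 1 FPKM lowered the log2 fold change, as for Sgip1, whose smallest value over the alternatives was 0.099.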

Differences from the paper's values

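The counts of lines that part the groups were chosen only after the values were seen, and the other comparisons here were not. The first component of the AngII and AngII+HNG libraries held 23.9% of the variance on log2 CPM, against the paper's value of about 41% in Fig. 6F, read by eye. A value was counted as different when it or the paper's was more than 1.5 times the other, a wide limit. Among the alternatives set before the data were examined, FPKM on the linear scale came nearest for both components. The value was inside this limit with FPKM on the linear scale (41.3%), log2 of FPKM plus 1 (30.3%), each gene scaled to unit variance (28.1%) and the replicate block (38.2%). It was outside with the 500 genes with the largest variance (21.7%) or with any single library left out (24.0% to 25.5%). The second component held 17.1%, against the paper's value of about 30% in Fig. 6F, read by eye. FPKM on the linear scale (30.2%), each gene scaled to unit variance (21.4%), the replicate block (24.0%) and the omission of AngII replicate 1 (20.4%) or AngII+HNG replicate 1 (20.4%) were inside the same limit, and log2 of FPKM plus 1 (20.0%), the 500 genes with the largest variance (18.2%) and the omission of any of the other 6 libraries (17.5% to 19.9%) were outside it. Apart from linear FPKM, all of these values of the second component stayed below the paper's.

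The paper states that AngII+MOTS-c libraries separate from AngII libraries in Fig. 6G. The share of squared distances between these groups was 12.7% here (one-sided exact permutation test, p = 0.886, n = 4 per group), and none of the alternatives gave p below 0.343. Fig. 6G shows PC2 and PC3. With FPKM on the linear scale and with each gene scaled to unit variance a straight line in that plane parted the AngII from the AngII+MOTS-c libraries, a test chosen after seeing the values, but it also parted 5 and 4 of all 35 divisions. With log2 CPM and with the other 12 of 14 alternatives no line parted them, and the share of squared distances between the groups was not larger than in other divisions with linear FPKM (exact permutation test, p = 0.6) or unit variance (p = 0.343). A line parted AngII from AngII+HNG in PC1 and PC2 in all 14 alternatives and with log2 CPM, as it did for 4 to 9 of the divisions. On the first component of linear FPKM, which held 36.9% of the variance and is not shown in Fig. 6G, AngII replicate 4 (945) and AngII+MOTS-c replicate 4 (651) lay apart from the other libraries of both groups.

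The paper presents Gpld1, Sox10, Map3k15 and Nudt11 as differentially expressed with MOTS-c, and Fig. 6I rests on genes called differentially expressed in that comparison. The legend of Figure 6 gives a filter of p below 0.05 and does not say whether this p was adjusted. The paper also reports qPCR of these 4 genes in independent samples, with changes in the same direction, which was not analysed here. Each of the 4 had an adjusted p-value of 0.924 in the RNA-seq libraries, and it stayed above 0.05 in every alternative that was run for them. Unadjusted p-values were below 0.05 for all 4 genes (0.00370, 0.0452, 0.00982 and 0.00413), and Gpld1 and Map3k15, but not Sox10 or Nudt11, also passed an unadjusted p below 0.05 with a 2-fold limit.

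The paper names signal transduction as a main theme for HNG, which was not tested here as a list. It describes genes of metabolic processes as normalized by MOTS-c, whereas 0 members of the metabolic lists had an adjusted p-value below 0.05 with MOTS-c. An unadjusted p below 0.05 was found for 13 of 71 nuclear oxidative phosphorylation, 7 of 20 glycolysis and 2 of 25 cholesterol synthesis genes, and these 3 lists passed as lists in camera, with lower expression by medians of -0.052, -0.045 and -0.044 (adjusted p = 8.9e-07, 0.00295 and 0.00196, with list means lower in 4, 4 and 3 of 4 libraries). No libraries without AngII were used here, so a return toward an untreated level was not tested.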

Other observations

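The tests given here were chosen only after the results had been seen, with some exceptions. Chosen before were the divisions of the libraries for numbers of genes, the macrophage markers as a covariate and the Schwann cell markers. The edgeR tests of Acta2 and Col1a1 and the camera tests of the prewritten lists against AngII were also chosen before.

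Other divisions of the same libraries were used to judge the counts. Of the 8 ways to divide the AngII and AngII+HNG libraries that part all 4 same-numbered pairs, 1, the real one, gave as many as 869 genes, and the next largest gave 3; the other 27 ways, which keep pairs together, gave at most 2. For HNG against MOTS-c 1 of 8 ways gave as many as 637 genes, and the largest of the other ways gave 2. A share of 1 in 8 is the smallest that this restriction allows, so it decides nothing by itself. Among all 35 ways, most of which keep pairs together, the real one was also the 1 way with as many genes in both comparisons. With the real one included, for gene lists 4 of 8 ways (6 of all 35) gave as many changed lists as the 8 found with HNG, 1 of 8 (18 of all 35) as many as the 5 found with MOTS-c, and 2 of 8 (2 of all 35) as many as the 11 found between HNG and MOTS-c. The other divisions gave a median of 4.5 to 5 lists. For single lists, the camera p with HNG was as small in 1 of 35 ways, the real one, for lysosomal, adhesion and fibroblast activation genes, in 2 for smooth muscle and pericyte markers, in 3 each for immune response and cholesterol synthesis genes, in 5 for endothelial and in 12 for macrophage markers. With MOTS-c it was as small in 1 of 35 ways for oxidative phosphorylation and glycolysis genes, in 5 each for cholesterol synthesis genes and smooth muscle and pericyte markers, and in 15 for cardiomyocyte markers. Between HNG and MOTS-c it was as small in 1 of 35 ways for lysosomal, fibroblast activation and adhesion genes and for endothelial markers. It was as small in 3 for scavenger receptors, in 5 for smooth muscle and pericyte markers and in 8 for macrophage markers. For immune response genes the number was 9, for cholesterol synthesis genes 10, and for oxidative phosphorylation genes and cardiomyocyte markers 14 each.

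Acta2, the gene of α-SMA, fell from 4151 ± 84.9 to 3393 ± 133.4 CPM with HNG (SD, n = 4 per group, log2 fold change -0.29, standard error 0.037, edgeR, adjusted p = 7.3e-04, lower in 4 of 4 libraries; 1.3e-11 to 0.0270 over the alternatives). Col1a1 did not change significantly with HNG (log2 fold change -0.041, standard error 0.045, edgeR, adjusted p = 0.687), and its sign reversed without AngII+HNG replicate 3. With MOTS-c the log2 fold change was -0.030 for Acta2 (edgeR, adjusted p = 0.949) and 0.000174 for Col1a1 (edgeR, adjusted p = 0.999). The list of 31 fibroblast activation genes had a median of -0.030 with MOTS-c and did not pass (camera, adjusted p = 0.0637, 20 genes lower, mean lower in 3 of 4 libraries, two-sided exact permutation test of the mean, p = 0.229, n = 4 per group). It passed with the replicate block (adjusted p = 0.0117, against 0.0117 to 0.312 over the alternatives) and after the effect of gene length was subtracted (median -0.033, adjusted p = 0.00365 over 40 tests), and 2 of 35 divisions of the libraries gave a camera p as small. Acta2 and Col1a1 belong to the experiment of Figure 6C in the paper, whose samples were not analysed here. There the paper reports that both peptides suppressed the rise of both mRNAs with AngII. In the RNA-seq libraries only Acta2 with HNG was significantly lower.

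Lysosomal and immune genes rose with HNG, and 2 technical explanations were tested. Subtracting the effect of gene length moved the lysosome median from 0.198 to 0.193 (0.194 with the replicate block). The lysosomal genes had a median length of 2248 bases against 2860 for all tested genes, so this correction had little room to move the list. A candidate explanation is a larger share of macrophages in the AngII+HNG cultures, because 14 macrophage markers outside these lists rose by 0.21 in mean log2 CPM. With the macrophage score as a covariate the lysosome median was 0.147, or 74.5% of its size, and the immune median was 0.124, or 57.0%. In the 8 libraries without HNG, however, the lysosome score rose with the macrophage score within treatments (Pearson's r 0.951, exact permutation p = 0.00124; Spearman's rho 0.905, exact permutation p = 0.00456; Pearson's r 0.870 without the 2 libraries farthest from the median, which are the libraries numbered 4 and so the batch described above), and the slope predicted 65.5% of the lysosomal rise. Neither test accounted for the whole rise. The macrophage scores of AngII+HNG replicates 1 and 2 (3.66 and 3.61) were below that of AngII replicate 4 (3.69), while their lysosome scores (6.45 and 6.46) were above it (6.35). A larger share of macrophages may therefore account for a part of the rise, whose size differed between the tests. Cx3cr1, which is in the list of macrophage markers, fell with HNG. The permutation treats values centred within treatments as exchangeable.

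Oxidative phosphorylation genes were lower with MOTS-c, and a candidate explanation is gene length. After the effect of length was subtracted the median was -0.0126, against -0.052 before, but camera still gave an adjusted p of 8.1e-04 (over 40 tests, 58 of 71 genes lower before the subtraction and their mean lower in 4 of 4 libraries) and of 1.8e-04 with the replicate block (over 4 tests), where the median was -0.0130. Because this p rests on a fixed inter-gene correlation, the same correction was made in all 35 divisions of the libraries. The corrected p was as small in 1 of 35, the real one, but the corrected median was as large in 12 of 35, so the median left after the correction is within the range of other divisions, and whether a decrease beyond the effect of length remains was not settled. With HNG the median of the same list was -0.00635 after the subtraction. A different share of cell types was not tested as an explanation for this list. Cardiomyocyte markers were also lower with MOTS-c, by a median of -0.076 (camera, adjusted p = 0.0165, 16 of 20 genes lower). Their mean was lower in only 2 of 4 libraries and did not separate the groups (two-sided exact permutation test, p = 0.429, n = 4 per group).

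Smooth muscle and pericyte markers fell with HNG by a median of -0.27 (camera, adjusted p = 8.6e-05, lower in 4 of 4 libraries; 8.2e-06 to 0.312 over the alternatives). Markers outside the fibroblast activation list fell as well, with a median of -0.22 over 12 genes (camera, adjusted p = 5.0e-04 over 6 tests, 9 genes lower). These are nearly the whole list of 13 tested markers, so their fall is no separate evidence for a smaller share of such cells. The whole list also fell with MOTS-c, by a median of -0.082 (camera, adjusted p = 0.00258, 12 of 13 genes lower, mean lower in 3 of 4 libraries, 2.1e-04 to 0.317 over the alternatives), although its mean did not separate the groups (two-sided exact permutation test, p = 0.257, n = 4 per group). Compared directly, it was lower with HNG than with MOTS-c by a median of -0.20 (camera, adjusted p = 0.00781, lower in 4 of 4 libraries, two-sided exact permutation test of the mean, p = 0.114). A candidate explanation is a smaller share of smooth muscle cells or pericytes, which was not separated from lower expression within fibroblasts.

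Sox10 rose with MOTS-c, and a different share of Schwann cells was tested. The median log2 fold change of 11 other Schwann cell markers was -0.0077 (camera, adjusted p = 0.416, 5 genes higher and 6 lower). These markers went both ways, so they neither showed nor excluded a different share of Schwann cells.

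Apoe and lysosomal genes rose and cholesterol synthesis genes fell with HNG, with a median of -0.11 for the latter (camera, adjusted p = 4.5e-05, lower in 4 of 4 libraries; 1.1e-05 to 0.312 over the alternatives). A hypothesis is that the cells held more cholesterol, which may raise LXR target genes and lower SREBP2 target genes. The 8 LXR targets other than Apoe rose by a median of 0.23 (camera, adjusted p = 2.9e-04, 7 higher), but the 5 SREBP2 targets outside synthesis had a median of -0.075 (camera, adjusted p = 0.416, 3 lower). The hypothesis required both, and the second did not pass the threshold. The median of these 5 SREBP2 targets went the predicted way, and so few genes cannot exclude a decrease. Whether the cells held more cholesterol was therefore left open. With MOTS-c the LXR targets had a median of -0.023 (camera, adjusted p = 0.850).

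Of the 866 genes called with HNG that were also tested with MOTS-c, 69.4% moved in the same direction. Because the comparisons share the AngII libraries, each peptide was compared with a different pair of AngII libraries. For the 869 genes with the smallest p in each such HNG fit the share was 55.5% on average and ranged from 46.0% to 66.4% over the 6 pairings. A common effect cannot be told apart from the shared AngII libraries.

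The CPM of 4 male genes had a coefficient of variation of 3.08% over the 12 libraries, of which counting error gives 2.37%. A candidate explanation is a single pool of cells behind all cultures, since separate pools could differ in their share of male cells. The paper's text describes 4 biological replicates per group but does not state how many pools were used, and no other test of this was made. With a single pool, the p-values given for n = 4 per group would measure the spread between cultures and not between cell preparations.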
